# Neurons That Underlie *Drosophila melanogaster* Reproductive Behaviors: Detection of a Large Male-Bias in Gene Expression in *fruitless*-Expressing Neurons

**DOI:** 10.1534/g3.115.019265

**Published:** 2016-05-31

**Authors:** Nicole R. Newell, Felicia N. New, Justin E. Dalton, Lauren M. McIntyre, Michelle N. Arbeitman

**Keywords:** sex differences, courtship behaviors, *Drosophila*, sex hierarchy, *fruitless*, genetics of sex

## Abstract

Male and female reproductive behaviors in *Drosophila melanogaster* are vastly different, but neurons that express sex-specifically spliced *fruitless* transcripts (*fru P1*) underlie these behaviors in both sexes. How this set of neurons can generate such different behaviors between the two sexes is an unresolved question. A particular challenge is that *fru P1*-expressing neurons comprise only 2–5% of the adult nervous system, and so studies of adult head tissue or whole brain may not reveal crucial differences. Translating Ribosome Affinity Purification (TRAP) identifies the actively translated pool of mRNAs from *fru P1*-expressing neurons, allowing a sensitive, cell-type-specific assay. We find four times more male-biased than female-biased genes in TRAP mRNAs from *fru P1*-expressing neurons. This suggests a potential mechanism to generate dimorphism in behavior. The male-biased genes may direct male behaviors by establishing cell fate in a similar context of gene expression observed in females. These results suggest a possible global mechanism for how distinct behaviors can arise from a shared set of neurons.

Adult reproductive behaviors in *Drosophila melanogaster* are directed predominately by a set of neurons that express sex-specifically spliced *fruitless* transcripts (*fru P1* transcripts) (Ito *et al.* 1996; Ryner *et al.* 1996; Demir and Dickson 2005; Manoli *et al.* 2005; Stockinger *et al.* 2005; Dickson 2008; and reviewed in Siwicki and Kravitz 2009). These neurons are largely detected as dispersed clusters, comprising ∼2–5% of neurons in the central and peripheral nervous system, of both males and females (Lee *et al.* 2000; Manoli *et al.* 2005; Stockinger *et al.* 2005). The positions and number of *fru P1*-expressing neurons are notably similar in males and females, though there are evident differences in neuronal arborization volume, neuron number, and physiology (Kimura *et al.* 2005; Manoli *et al.* 2005; Stockinger *et al.* 2005; Datta *et al.* 2008; Cachero *et al.* 2010; Yu *et al.* 2010; Ito *et al.* 2012; Kohl *et al.* 2013; and reviewed in Yamamoto and Koganezawa 2013).

How sex-specific differences arise in a set of neurons with a shared developmental trajectory and genome to ultimately direct the distinct adult behaviors is not understood. Additionally, in terms of gene expression, it is not known what is common to both male and female *fru P1*-expressing neurons, and whether that is distinct from other neurons. To address these questions, we leverage a molecular-genetic tool that allows enrichment of mRNAs resident in ribosomes (Thomas *et al.* 2012), in a cell-type-specific manner, to discover the characteristics of the translatome of male and female *fru P1*-expressing neurons.

In *Drosophila*, adult reproductive behaviors are regulated downstream of the sex hierarchy, an alternative pre-mRNA splicing cascade, responsive to the number of the X chromosomes, that directs the production of sex-specific transcription factors encoded by *fruitless* (*fru*) and *doublesex* (*dsx*) (see Figure 1) (reviewed in Yamamoto 2007; Villella and Hall 2008). *fru* is a complex locus that has multiple promoters, with the *fru P1* promoter directing production of the transcripts that are sex-specifically alternatively spliced (Ito *et al.* 1996; Ryner *et al.* 1996). This splicing results in production of male-specific isoforms (Fru^M^) (reviewed in Manoli *et al.* 2006; Dauwalder 2011). There is an early stop codon in the female-specific *fru P1* transcript, and so there is no functional product predicted (Usui-Aoki *et al.* 2000). *dsx* directs sex differences in body morphology, and also plays a role in the nervous system to specify the potential for reproductive behaviors, with some overlap in expression with *fru P1* (Lee *et al.* 2002; Rideout *et al.* 2007; Kimura *et al.* 2008; Sanders and Arbeitman 2008; Rideout *et al.* 2010; Robinett *et al.* 2010; and reviewed in Yamamoto and Koganezawa 2013).

**Figure 1:**
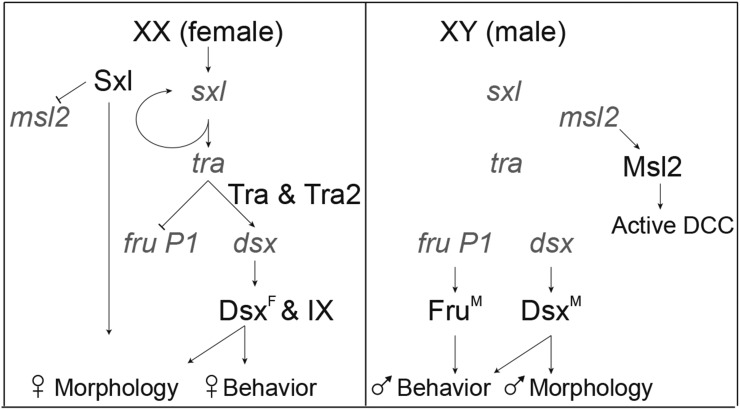
*Drosophila* sex determination hierarchy. In *Drosophila* differences in somatic tissues are directed by the sex determination hierarchy. In response to the number of X chromosomes, alternative pre-mRNA splicing occurs at the top of the hierarchy (*sxl*, *tra* and *tra-2* are splicing factors that direct alternative pre-mRNA splicing of *dsx* and *fru P1*), leading to sex-specific production of Dsx and Fru transcription factors. In females, production of Sxl also inhibits translation of *msl2*, resulting in the absence of dosage compensation in females, as the dosage compensation complex (DCC) is not formed in the absence of MSL2. In females, Dsx^F^ together with Ix regulate gene expression to direct female-specific behavior, morphology, and physiology. In males, Dsx^F^ and Fru^M^ regulate gene expression to direct male-specific behavior, morphology, and physiology.

Several studies have demonstrated that the neurons that express *fru P1* in males are important for the elaborate male courtship display (Ito *et al.* 1996; Ryner *et al.* 1996; Villella *et al.* 1997; Anand *et al.* 2001; Lee *et al.* 2001; Demir and Dickson 2005; Manoli *et al.* 2005; von Philipsborn *et al.* 2011; reviewed in Yamamoto and Koganezawa 2013; Tran *et al.* 2014; Zhou *et al.* 2015). *fru P1*-expressing neurons also direct female reproductive behaviors, including receptivity to mating, egg laying, food preference after mating, and rejection behaviors (Kvitsiani and Dickson 2006; Yapici *et al.* 2008; Hasemeyer *et al.* 2009; Yang *et al.* 2009). How *fru P1*-expressing neurons drive both male and female adult behavior is not understood. We hypothesize that these neurons translate a different set of proteins in males and females. Our study focuses on the translatome, as this is currently one of the only ways to assess the differences in the protein production specifically in *fru P1*-expressing neurons.

Here, we identify mRNAs that are enriched in the translatome of male and female *fru P1*-expressing neurons in 16- to 24-hr adults, using the Translating Ribosome Affinity Purification (TRAP) method (for review and discussion of cell-specific tools see Tallafuss *et al.* 2014). We drive expression of the GFP-tagged variant of RpL10A in *fru P1*-expressing neurons, using Gal4 driven by the *fru P1* promoter (Manoli *et al.* 2005; Thomas *et al.* 2012). We analyze five independent biological replicates to increase our power to detect significant differences in gene expression (Liu *et al.* 2014). We identify sex-differences in the translatome of *fru P1*-expressing neurons, with the majority of genes showing male-biased transcript abundance. We also identify genes with products that are present in the ribosome of both sexes, which we find are distinct from those that are enriched in all neurons of the adult head, also identified using the TRAP approach (Thomas *et al.* 2012). This may be because *fru P1*-expressing neurons are a small subset of all neurons. The results point to the importance of understanding the translatome in a cell-type-specific manner. An immediate question suggested by these findings is how much of this male-biased TRAP mRNA is a result of the Fru^M^ protein itself, as this protein is made only in males. To address this, we compare the results of this study to our previous analyses aimed at identifying targets of Fru^M^ (Dalton *et al.* 2013).

## Materials and Methods

### Flies

Flies were raised on standard cornmeal food medium at 25° on a 12-hr light and 12-hr dark cycle. Flies that express the GFP-tagged variant of RpL10A in *fru P1*-expressing neurons are the genotypes: *w/(w or* Y); *P[w^+mC^*, *UAS-Gal4]/P[w^+mC^*, *UAS-GFP*::*RpL10A]*; *fru P1-Gal4/+* (Manoli *et al.* 2005; Thomas *et al.* 2012). We note that this *fru P1-Gal4* allele has been shown to masculinize the female nervous system when homozygous, but in this study it is heterozygous (Ferri *et al.* 2008).

### Tissue collection

Libraries were prepared from five independent biological replicates for each condition. For each replicate, approximately 1000 flies that were 16- to 24-hr posteclosion were used. All flies were collected 0–8 hr posteclosion under anesthetization, and allowed to recover for 16 hr before being snap frozen in liquid nitrogen between ZT1 and ZT2. Snap-frozen whole animals were stored at –80° until heads were collected. Frozen adult heads were separated from bodies by vigorous vortexing and collected using chilled mesh sieves #25 and #40 to separate out the bodies and heads, respectively.

### Polysome immunoprecipitation

Translated mRNA purification was performed as previously described (Doyle *et al.* 2008; Heiman *et al.* 2008; Thomas *et al.* 2012; Heiman *et al.* 2014), with the following modifications: approximately 1000 heads per replicate were collected and homogenized in lysis buffer [20 mM HEPES, pH 7.4, 150 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT, 100 μg/ml Cyclohexamide, 100 U/ml RNaseOUT (Invitrogen), 1 × Complete Protease Inhibitor (Roche)]. The sample was centrifuged at 4° for 10 min at 2000 × *g* and the supernatant was collected. 1,2-diheptanoyl-*sn*-glycero-3-phosphocholine (DHPC; Avanti Polar Lipids, Inc.) and NP-40 were added to a final concentration of 30 mM and 1%, respectively, to the supernatant and incubated on ice for 5 min. The lysate was then centrifuged at 4° for 10 min at 20,000 × *g*; 40 μl of the supernatant was retained and placed directly into 200 μl of Lysis Solution [Ambion MicroPoly(A) Purist Kit] to be used to analyze the input RNA fraction. The remaining supernatant was added to Dynabeads Protein G magnetic beads (Novex) conjugated to mouse anti-GFP (Memorial Sloan-Kettering Monoclonal Antibody Facility19C8/19F7). The lysate-bead slurry was incubated for 30 min at 4° followed by washing in Wash Buffer (20 mM HEPES, pH 7.4, 5 mM MgCl_2_, 350 mM KCl, 1% NP-40, 0.5 mM DTT, and 100 μg/ml Cyclohexamide) at 4°. The IP was resuspended in Lysis Solution [Ambion MicroPoly(A) Purist Kit] and mRNA was directly isolated following the manufacturer’s protocol.

### Illumina sequencing library preparation

Poly(A)^+^ transcripts were isolated using Ambion MicroPoly(A)Purist Kit. mRNA was chemically fragmented to a range of approximately 200–500 bp using the Ambion RNA Fragmentation Reagent, and the RNA was purified using Zymo Research RNA Clean & Concentrator-5. First strand cDNA was synthesized using SuperScript II Reverse Transcriptase (Invitrogen) and a combination of 3 µg random hexamers and 0.15 µg oligo(dT)_20_ primers. Following first strand synthesis, the second strand of the cDNA was synthesized by addition of DNA polymerase I (Invitrogen), RNase H (New England Biolabs Inc.), dNTPs and second strand buffer (Invitrogen). The DNA from this and all subsequent reactions was purified using Zymo Research DNA Clean & Concentrator-5 kit. Double-stranded cDNA templates were blunt ended using End-It Repair Kit (Epicentre). Next, A-overhangs were added to both ends with Klenow fragment (3′→5′ exo-minus) (New England Biolabs Inc.). Illumina sequencing adapters were then ligated to both ends of the cDNA templates using Fast-Link DNA Ligation Kit (Epicentre). cDNA templates were amplified by performing polymerase chain reaction (PCR; 18 cycles), which extended the adapter and incorporated a different six base pair index into each sample. The product was isolated by gel purification of 250–550 bp fragments. Samples were pooled and sequenced on the Illumina HiSeq 2500 platform with 100-bp single end reads, and the reads were matched to their corresponding sample via the index.

### Illumina read alignment

Distinct reads (nonduplicate) were aligned to FB5.51 (FlyBase Version 5.51) using Bowtie (Langmead *et al.* 2009) (Version 1.9; -m1 -v3) and LAST (Frith *et al.* 2010) (Version 247; -l 25). Coverage was calculated as Reads Per Kilobase per Million, RPKM (Mortazavi *et al.* 2008), which adjusts for number of reads mapped and region length. Exonic regions with at least one read present for at least half of the replicates for each treatment were analyzed further. Exonic regions with no coverage in all replicates, and those with no coverage in half or more of the replicates for one treatment condition were removed from the analysis. The natural log of the RPKM was taken.

### Differential gene expression

In this study, differential abundance was determined for each exon separately and then existing gene models were used to make determinations about differential abundance of transcript isoforms, as we have previously done (Dalton *et al.* 2013). We report that a gene is differentially expressed if at least one exon from the gene has significant differential expression in the comparison.

Differential gene expression was tested using a linear model where *Y*_ij_ = μ + *t*_i_ + ε_ij_ where *Y* is the log transformed RPKM for the *i*th condition (*i* = male input (MI), Female input (FI), male TRAP (MT), female TRAP (FT)) and jth replicate (*j* = 1,...,5) the residuals were modeled as ei ∼N(0,σ^2^_i_) (Law *et al.* 2014). This accounts for heteroscedasticity (unequal variance) of variances. While not commonly addressed in most RNA-seq studies, this issue is underappreciated and worth serious consideration (Law *et al.* 2014). In these types of experiments, such differences in variances are not unexpected. After the model was determined to fit well for most exons, the following contrasts were performed: μMT = μMI; μFT = μFI; μMT – μMI = μFT – μFI; μMT = μFT; μMI – μFI. All of the contrasts were considered simultaneously in a false discovery rate (FDR) correction (Benjamini and Hochberg 1995). An FDR p-value of ≤ 0.2 was considered significant. The FDR is the proportion of rejections that are expected to be false positives. As with the family-wise error rate, decreasing the FDR results in increasing the FNR (false nondiscovery rate). Due to concerns about type II error, a more liberal FDR was used. The results are similar at lower levels of the FDR, and the full results table of all tests performed is provided with raw and adjusted p-values (Supplemental Material, Table S1 and Table S2).

### Motif analysis

MAST (Bailey and Gribskov 1998) uses a file of motifs (Fru^A, B, and C^ DNA binding motifs determined using SELEX), and a sequence FASTA file to identify Fru binding sites in a region that includes the gene of interest, 2 kb upstream of the transcription start site, and 2 kb downstream of the 3′UTR. All analyses were conducted in SAS.

### Enrichment analyses

Targeted comparisons were made using a Fisher’s exact test (Beissbarth and Speed 2004). We tested whether there is a significant association of the Fru^M^ regulated genes, as previously determined (Dalton *et al.* 2013), with the male-biased genes identified here. We also tested whether genes regulated by Fru^M^ and male-biased were significantly enriched on a chromosome. A Fisher’s exact test was used to test for enrichment of the Fru binding sites for the A, B, and C DNA binding domains.

Gene Ontology (GO) enrichment analysis was performed using the Gene Ontology Enrichment portal in Flymine v42.1 (Lyne *et al.* 2007). Target list containing FBgns of genes in each list were supplied against the default background list. GO terms, associated p-values, and associated genes for biological processes, cellular components, and molecular functions with a Benjamini-Hochberg corrected p-value cut-off of < 0.05 were compiled for each list. Enriched protein domain analysis was also implemented with the Benjamini-Hochberg correction in the Flymine portal with a p-value cut-off of < 0.05 (Lyne *et al.* 2007). Tissue analyses to identify *Drosophila* tissues with the largest number of genes with significantly high expression were done by comparison to the FlyAtlas data set (Chintapalli *et al.* 2007; Robinson *et al.* 2013).

### Data availability

The accession number for the data is: GSE67743 at the Gene Expression Omnibus.

## Results

This study identifies the transcripts that are actively translated in *fru P1* neurons of males and females, with the goal of providing insight into the complement of protein differences between the sexes in neurons that control sex-specific behaviors. Translating ribosome affinity purification (TRAP) was used to enrich for transcripts from the actively translated mRNA pool in *fru P1*-expressing neurons, from 16- to 24-hr adult male and female head tissues. RNA-sequencing (RNA-seq) was performed on five independent biological replicates, to identify transcripts with differences in abundance, on a genome-wide level, with exon-specific resolution (see Figure S1 for exon-level mapping, and Graze *et al.* 2012).

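In TRAP, ribosomes that carry a tagged subunit made only in chosen cells are pulled down from a lysate, and the RNA bound to them is sequenced. *fru P1-Gal4* drove the tagged subunit, so the TRAP libraries sampled RNA on ribosomes of *fru P1* neurons, and the input libraries sampled RNA of the same head lysates before the pulldown. Libraries of 4 conditions were analysed: male TRAP (n = 6), female TRAP (n = 5), male input (n = 6) and female input (n = 5). The paper's text gives 5 replicates per condition. Its mean RPKM equalled the mean over all 6 male and all 5 female libraries for 1835 of 1835 exons in its TRAP lists and for 1956 of 1956 exons in its male-biased input list, and no set of 4 replicates, or of 5 male replicates, gave them. The authors aligned distinct 100 bp reads to release 5 of the FlyBase genome and deposited, for 63181 exonic regions, the coverage, an expected count of reads (coverage divided by the read length, so often not whole), the RPKM and the count of mapped reads of the library. Exonic regions are called exons here. Mapped reads ranged from 775422 to 2376834 in male TRAP (median 837829), from 492794 to 1029033 in female TRAP (median 774624), from 3285792 to 10457244 in male input (median 7296667.5) and from 4618432 to 8598291 in female input (median 6564339). TRAP libraries were thus shallower than input libraries, and the deepest TRAP library was male TRAP replicate 6. Expected counts were rounded to whole reads and tested with edgeR's quasi-likelihood test, with the mapped reads as the library size, on the 25228 exons with reads in at least 50% of the replicates of each condition. The p-values of 5 contrasts were adjusted together by the Benjamini-Hochberg method, and exons with an adjusted p of at most 0.2 were called, as in the paper. The standard errors given are the log2 fold change divided by the square root of the F statistic. Replicate numbers are shared between conditions, and this pairing was taken from the labels. The mean correlation of the deviations from the group mean was 0.0341 for same-numbered male and female TRAP libraries against -0.0064 for differently numbered ones, and 0.327 against -0.0579 for male and female input. For TRAP and input of the same sex, it was 0.137 against -0.0276 in males and 0.109 against -0.026 in females. With the replicate number as a block, 948 exons were higher in male TRAP and 339 in female TRAP, against 1266 and 394 without it. The libraries were run on 2 sequencing lanes, and each condition had libraries on both.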

### Overview of the genes detected in input and TRAP samples

We determined that the TRAP technique is working effectively in *fru P1*-expressing neurons. 

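The paper's supplementary tables pair 6 exons with *fru*, all on chromosome arm 3R in release 5 coordinates, and all 6 were tested. Exon F55889 (14239995 to 14243022) had a mean of 35.7 ± 9.70 RPKM (SD, n = 6) in male TRAP, 23.6 ± 7.07 (n = 5) in female TRAP, 13.8 ± 2.39 (n = 6) in male input and 15.7 ± 1.74 (n = 5) in female input. Exon S55890 (14244438 to 14248904) had 15.4 ± 3.96 RPKM in male TRAP, 12.2 ± 5.21 in female TRAP, 8.95 ± 1.32 in male input and 9.84 ± 1.26 in female input. Exon F55906 (14339173 to 14341065), the only one of the 6 that differed strongly between the sexes in input, had 0.946 ± 1.75 RPKM in male TRAP, 14.3 ± 6.47 in female TRAP, 0.617 ± 0.217 in male input and 12.9 ± 2.70 in female input. The other exons, S55894, S55895 and S55896, had lower means in male TRAP (from 3.57 to 7.81 RPKM) than in male input (from 14.8 to 26.8 RPKM). In female TRAP their means were 10.8, 14.6 and 20.2 RPKM, against 20.1, 33.8 and 19.0 RPKM in female input.

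**Figure D1:**
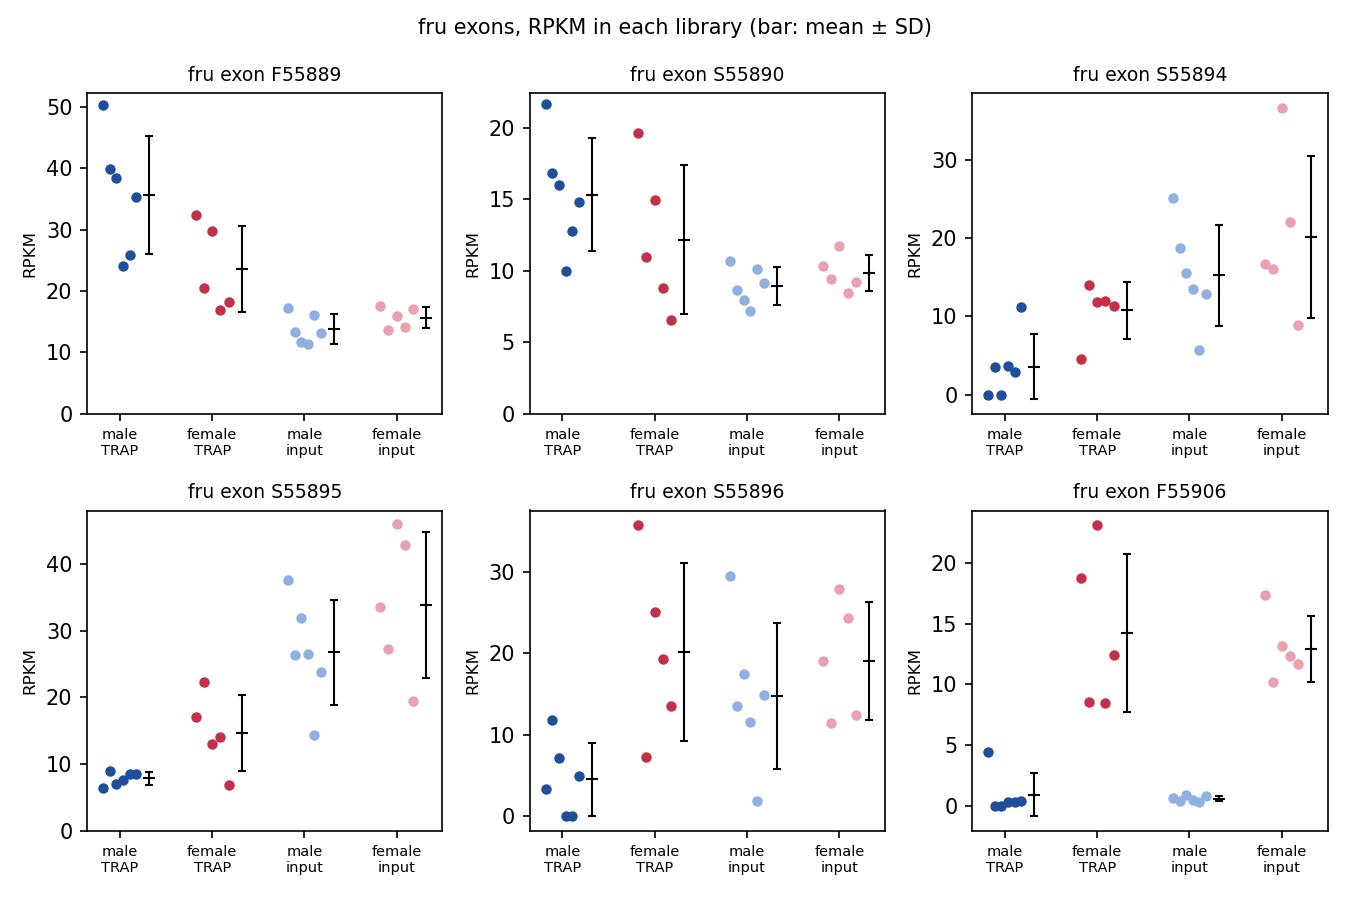
RPKM of the 6 *fru* exons in each library of the 4 conditions, with each panel on its own linear axis; points are libraries in the order of their replicate numbers, and bars show the mean and SD. F55889 is highest in male TRAP (mean 35.7 RPKM), and F55906 is near 0 in males except in male TRAP replicate 1 (4.49 RPKM).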

First, we observe that *fru* transcripts are enriched in male and female TRAP samples relative to the input, as we would expect, given that we are using *fru P1-Gal4* to drive expression of the tagged ribosome subunit for purification. However, *fru* also encodes transcripts expressed outside of the *fru P1*-expressing domain, and all *fru* transcripts share common exons (Ryner *et al.* 1996). Thus, we do not expect all *fru* exons to be enriched in the TRAP samples. 

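Of the 6 *fru* exons, F55889 and S55890 were higher in male TRAP than in male input past the threshold. The log2 fold change was 1.37 for F55889 (standard error 0.18, adjusted p = 2.43e-05) and 0.78 for S55890 (standard error 0.18, adjusted p = 0.00571). In each of the 12 fits that left out 1 male library, both stayed past the threshold, with F55889 between 1.26 and 1.47. All 6 male TRAP libraries had a higher F55889 value than all 6 male input libraries (two-sided exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). The permutation test left out the pairing of TRAP and input by replicate number. With the replicate number as a block, F55889 had a log2 fold change of 1.35 (adjusted p = 1.8e-11). F55906 had a log2 fold change of 0.46 (standard error 0.62, adjusted p = 0.736), and its sign depended on male TRAP replicate 1: it ranged from -0.79 to 0.78 in the fits that left out 1 library. The other exons were lower in male TRAP past the threshold: S55894 by a log2 fold change of -1.37, S55895 of -1.72 and S55896 of -1.64. S55894 and S55895 stayed past it in all 12 fits that left out 1 male library, and S55896 in 7 of them. With edgeR's TMM normalization the values of F55889 and S55890 rose to 1.82 and 1.22, and S55894 and S55896 were no longer past the threshold (adjusted p = 0.374 and 0.402).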

Four *fru* exons are 1.5-fold higher in male TRAP samples *vs.* male total RNA input, with two statistically significantly higher. 

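In females, F55889 was the only *fru* exon higher in TRAP than in input past the threshold, with a log2 fold change of 0.58 (standard error 0.20, adjusted p = 0.0438). A two-sided exact permutation test of its RPKM, without the pairing by replicate number, gave p = 0.0238. The log2 fold change stayed between 0.46 and 0.69 in the 10 fits that left out 1 female library. With the replicate number as a block, it was 0.565 (adjusted p = 0.0164). S55890 had a log2 fold change of 0.30 (standard error 0.21, adjusted p = 0.444), and with TMM normalization it was 0.80 and past the threshold (adjusted p = 0.0125). F55906 was not past the threshold (0.15, standard error 0.25), and it was with TMM normalization (0.63, adjusted p = 0.109) and DESeq2 (0.64, adjusted p = 0.0954). S55894 (-0.68, standard error 0.50) and S55896 (-0.03, standard error 0.49) did not differ detectably. S55895 was lower in female TRAP (-1.20, standard error 0.30, adjusted p = 0.00468), still past the threshold with TMM normalization (-0.70, adjusted p = 0.145) and not with DESeq2 (adjusted p = 0.224). The enrichment of F55889 was larger in males than in females by 0.79 on the log2 scale (standard error 0.26, adjusted p = 0.0463 for the interaction). That p comes from the 5 contrasts adjusted together. There, 779 exons passed for the interaction, where 1105 would be expected at the same raw p with no difference at all. With each contrast adjusted on its own, 1 exon passed for the interaction. From the *fru* exons that are higher in TRAP than in input, the paper concludes that the TRAP technique worked in *fru P1* neurons.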

One exon is 1.5-fold higher in female TRAP samples *vs.* female RNA input and is statistically significantly higher. The exon that is sex-specifically spliced under sex-hierarchy control is statistically significantly higher in the female TRAP samples compared to the male TRAP samples, as expected given the length difference (see Figure S1 and Figure 2). These results underscore the importance of examining expression at the exon level.

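Exon F55906 had a log2 fold change of -3.88 for male over female TRAP (standard error 0.49, adjusted p = 5.01e-10) and of -4.32 for male over female input (standard error 0.23, adjusted p = 3.01e-09). Every female TRAP library (8.47 to 23.1 RPKM) was above every male TRAP library (0 to 4.49 RPKM; two-sided exact permutation test, p = 0.00433, the smallest that 6 libraries against 5 allow). The male value came mostly from replicate 1, as the other male TRAP libraries reached at most 0.444 RPKM. When 1 TRAP library at a time was left out, the log2 fold change ranged from -5.06 to -3.59. S55896 was also lower in male TRAP past the threshold (-1.93, standard error 0.76, adjusted p = 0.0824), and F55889 was higher in it (0.60, standard error 0.23, adjusted p = 0.0797). The call of F55889 depended on the scaling, with an adjusted p of 0.217 under TMM normalization and 0.383 under DESeq2. S55890 (0.34), S55894 (-1.19) and S55895 (-0.86) were not past the threshold. S55895 passed with TMM normalization (adjusted p = 0.142) and DESeq2 (adjusted p = 0.101), and S55894 passed with the replicate number as a block (adjusted p = 0.169).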

**Figure 2:**
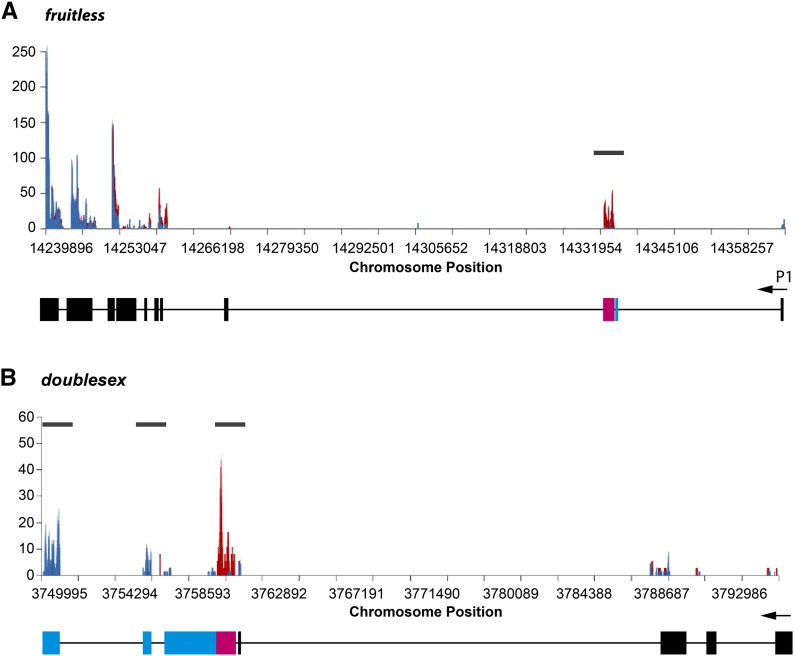
TRAP sequencing read coverage of *dsx* and *fru*. Average normalized read coverage (Y axis) across the (A) *fru* and (B) *dsx* loci from male (blue) and female (red) TRAP samples aligned to the gene structure. For both *fru* and *dsx*, the 5′ end of the transcript is on the right. The gray bar above the count data indicates where there are sex-differences in retention of an exon, because of sex hierarchy regulated alternative pre-mRNA splicing. *fru* has at least 15 different transcripts, and *dsx* has at least six different transcripts (Attrill *et al.* 2016).

Additionally, though *fru P1* and *dsx* are among genes with relatively low mRNA abundance in the adult head (Chang *et al.* 2011), and are not always consistently detected in gene expression studies (Fear *et al.* 2015), we detect the transcripts, as well as sex-specific differences in splicing (Figure 2), demonstrating the enhanced sensitivity of the technique. 

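The supplementary tables pair 6 exons with *dsx*, on chromosome arm 3R. F50106 (3756890 to 3761375) was the only one with enough reads in all 4 conditions to be tested. It had 0.315 ± 0.275 RPKM in male TRAP, with reads in 4 of 6 libraries, 2.20 ± 1.05 in female TRAP, 1.08 ± 0.397 in male input and 4.43 ± 1.36 in female input. Its log2 fold change for male over female was -2.84 in TRAP (standard error 0.60, adjusted p = 0.000515) and -2.04 in input (standard error 0.26, adjusted p = 0.000126). It was lower in TRAP than in input, by a log2 fold change of -1.82 in males and -0.92 in females. Both of these last differences were past the threshold with the mapped reads as library size. With TMM normalization the male one was still past it (adjusted p = 0.109) and the female one was not (adjusted p = 0.500). S50105 (3755893 to 3756409) had 4.62 ± 3.71 RPKM in male TRAP, with reads in 5 of 6 libraries, and 0.375 ± 0.839 in female TRAP, with reads in 1 of 5 (two-sided exact permutation test, p = 0.026). In input it had 9.05 ± 4.86 RPKM in males and 0.519 ± 0.605 in females (two-sided exact permutation test, p = 0.00433). These are 2 of the 4 comparisons made for this exon. The other 4 exons, S50107 to S50110, had reads in 1 to 4 of the 6 male TRAP libraries and in 1 or 2 of the 5 female TRAP libraries, and no sex difference was detectable at this depth.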

We define a detected gene as > 50% of the replicates having at least one exon with at least one sequence read. 

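With an exon counted as detected when more than 50% of the replicates of a condition had reads on it, 51961 exons were detected in at least 1 condition. Of these, 51956 were detected in input of at least 1 sex, 31147 in TRAP of at least 1 sex, and 20814 in input only. The values are for exons, since the gene of each exon was known only for the 9601 exons that the supplementary tables pair with a gene.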

In this study, 12,442 genes had sequence read coverage, with 12,439 genes detected in the whole head input RNA and 9030 genes detected in the TRAP samples (Table S3). There are 3412 genes that are detected only in the input (Table S3).

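There were 28683 exons detected in male TRAP and 26287 in female TRAP, of which 4860 were detected in male TRAP only and 2464 in female TRAP only. Male TRAP had 1 library more, and its 6 libraries held 6676781 mapped reads against 3661325 in the 5 female ones. With every library thinned at random to the 492794 mapped reads of the smallest, 22348 exons were detected in male TRAP and 22853 in female TRAP. With male replicate 6 also left out, so that both sexes had 5 libraries, the thinned libraries gave 24501 and 22881. With thinned libraries, the direction of the sex difference in detection therefore depended on how many libraries were counted.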

Of the 9030 genes detected in the TRAP samples, 8700 are detected in the male TRAP samples and 8297 are detected in the female TRAP samples (Table S3). A similar number of genes was detected in *fru P1* TRAP samples, as detected in the entire head in previous studies using Illumina sequencing (9473, Chang *et al.* 2011) and microarrays (7411, King *et al.* 2012). The TRAP samples have fewer genes detected than the input samples in this study, which is expected, as we are enriching for transcripts from genes expressed in *fru P1*-expressing neurons, whereas whole head samples include other tissue-types, including fat body and muscle. 

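In male and female input, 50508 and 48193 exons were detected, against 28683 and 26287 in male and female TRAP. Input libraries were deeper, and at a common depth of 492794 mapped reads per library 29132 and 29611 exons were detected in male and female input, against 22348 and 22853 in TRAP. Most of the difference in exon number was thus seen only at the libraries' own depth. A smaller difference in the same direction was left at equal mapped reads. Reads on the chromosome collections U and XHet took 9.18% and 13.8% of male and female TRAP. They took 0.514% and 0.516% of male and female input, so the depth left for other exons was not equal. The paper attributes the lower number in TRAP to the enrichment for transcripts of *fru P1* neurons, and states that whole heads include other tissues such as fat body and muscle.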

The increase in genes detected overall is likely due to a combination of the increased number of replicates and improvement in technology leading to higher sequencing depth. Thus, TRAP is clearly effective here, and can be used to understand the properties of the *fru P1* translatome.

### Gene expression differences between male and female adult head tissues

We wanted to determine how many genes have sex-specific or sex-biased expression in the input RNA, using exon-level analysis, in contrast to our previous studies where we report sex-differences in expression levels in adult head tissues using gene-level analyses (Goldman and Arbeitman 2007; Chang *et al.* 2011). 

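At the exon level, 50508 exons were detected in male input and 48193 in female input, of which 3763 were detected in male input only and 1448 in female input only. With every library thinned to 492794 mapped reads, the numbers were 3569 and 4048, and with male replicate 6 also left out they were 5052 and 3122, so with thinned libraries, which sex had more depended on how many libraries were counted.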

In this study, 1537 genes have exons that are detected only in input from males, and 294 genes have exons that are detected only in input from females (Table S3). Based on statistical comparisons, we find 1438 (male-biased) and 1125 (female-biased) genes have significant, sex-biased expression in the input mRNA (Figure 3, Table 1, and Table S4). 

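In input, 2038 exons were higher in males and 1696 in females at an adjusted p of at most 0.2. With the replicate number as a block, there were 4661 and 2306 exons. Lane 1 held 4 male and 2 female input libraries, and lane 2 held 2 male and 3 female ones, so sex and lane were partly confounded. On lane 1 alone the numbers were 3410 and 950, and on lane 2 alone they were 361 and 757, so the larger male number was not seen on the second lane. Nor was it seen in some of the other settings: TMM normalization gave 1241 and 1987, DESeq2 gave 1485 and 1805, a threshold of 0.05 gave 490 and 800, the linear model of log RPKM gave 967 and 1261 (pseudocount of 1) and 631 and 1028 (pseudocount of 0.1), adjustment on its own gave 1050 and 1172, and the sequencing lane as a covariate gave 1500 and 1613. The male number was larger with no filter (5454 and 1615), a single fit (1535 and 1159), thinned libraries (1424 and 1235) and a minimum fold of 1.5 (1086 and 765). It was also larger in the linear model with 18 degrees of freedom (2216 and 1916). It was smaller without female input replicate 2 (1050 and 1445), 4 (1702 and 1705) or 5 (1365 and 1536). So it was without male input replicate 1 (1435 and 1500) or 3 (1452 and 1471). Of the paper's exon lists, 1422 of 1956 male-biased and 1354 of 1710 female-biased exons were among the exons called in the main setting. The exons named here were picked by a rule: the largest log2 fold changes past the threshold with at least 5 RPKM in the higher group and no overlap between the groups. The 5 largest in the male direction were exons of *Hsc70-2*, *roX2*, *roX1*, CG9016 and CR40621. Their log2 fold changes were 7.01 (standard error 1.32), 6.57 (standard error 0.24), 6.06 (standard error 0.19), 4.76 (standard error 0.89) and 3.31 (standard error 0.54). The *Hsc70-2* exon varied widely between male input libraries, from 0.263 to 34.7 RPKM, as did that of CG9016, from 2.58 to 90.2 RPKM. The 5 largest in the female direction were all exons of the yolk protein genes *Yp1*, *Yp2* and *Yp3*, with log2 fold changes from -6.68 to -6.07. All of these calls held in the 11 fits that left out 1 input library.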

Previously our gene-level, RNA-seq analyses found 815 (male) and 566 (female) genes with significant, sex-biased expression (Chang *et al.* 2011). If we examine the overlap between the two studies, there are 250 male-biased and 214 female-biased genes identified in both studies (Table S4). This difference is not unexpected; the two studies differ in strain background, which has a large impact on sex-biased expression (Catalan *et al.* 2012; Arbeitman *et al.* 2016). We also note that detecting overlap between the two studies is sensitive to our ability to statistically detect expression differences. The genes that are sex-biased in both studies include those with an enrichment of genes with functions in the synapse (male-biased), ribosome and mitotic spindle (female-biased), based on GO analyses (Table S5). There are 20 genes with evidence for sex-specific exon usage (Table 1, Figure 3, and Table S4). This is evidence for alternative transcript isoform usage in males and females—a result consistent with previous studies of the whole body (McIntyre *et al.* 2006) and the head (Telonis-Scott *et al.* 2009; Graze *et al.* 2012).

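Among genes with a pairing in the supplementary tables, 1099 had exons higher in male input only, 897 had exons higher in female input only, and 5 had exons in both directions. These 5 were Ack-like, CG42388, CG9044, Shab and Zasp52.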

**Figure 3:**
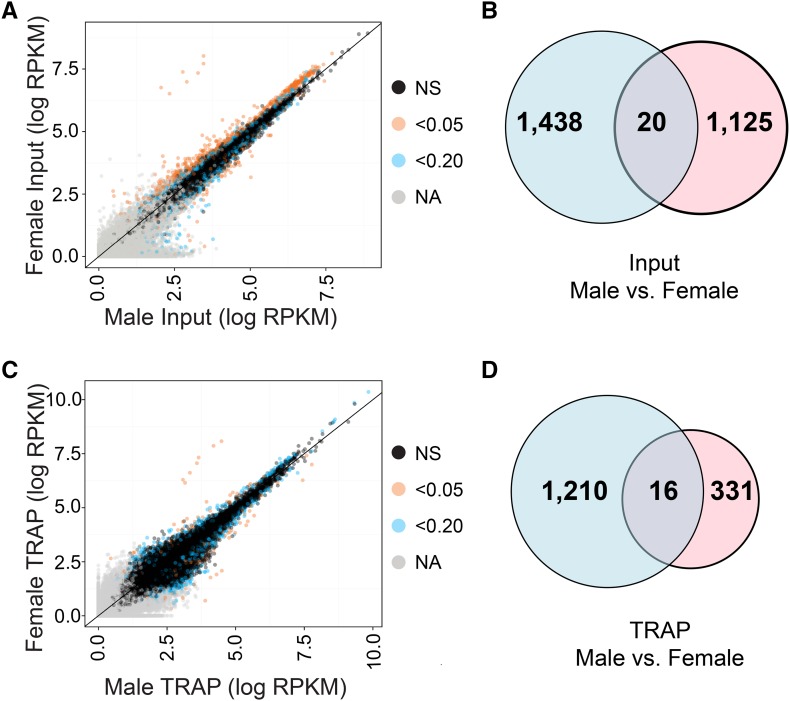
Gene and exon expression differences between males and females in input and TRAP samples. (A) Comparison of log mean RPKM values of male and female input mRNA samples. (B) Comparison of genes with male-biased (blue) and female-biased (pink) expression in input mRNA samples. (C) Comparison of log mean RPKM values of male and female TRAP samples. (D) Comparison of genes with male-biased (blue) and female-biased (pink) TRAP enrichment. A gene can be both male-biased and female-biased if different exons for that gene showed male-biased or female-biased expression. In (A) and (C), exons that were not statistically tested (gray, NA), exons that were not significant (black, NS), exons that were significantly different at an FDR value of < 0.20 (blue), and exons that were significantly different at an FDR value of < 0.05 (orange), are indicated.

**Table 1:** Differences between male and female input mRNA

Description	Exons	Genes	GO: Biological Process*^a^*	GO: Cellular Component*^a^*	GO: Molecular Function*^a^*	Protein Domain*^a^*	Tissue Expression (# of Genes)*^b^*
Male-biased in input mRNA	1956	1438	Synaptic transmission	Synapse	Cytoskeletal binding protein	SH3 domain	Brain (881)
			Signaling	Presynapse		PDZ domain	Larval CNS (872)
			Regulation of neurotransmitter levels			Voltage-dependent channel	Thor. Gang (843)
Female-biased in input mRNA	1710	1125	Mitotic spindle elongation	Ribosomal subunit	Structural constituent of ribosome	EGF-like domain	Adult carcass (603)
			Ribosome biogenesis				Adult fat body (563)
							Mated Spermathecae (556)
Sex-specific exon usage		20					

a Gene Ontology (GO) terms and protein domain enrichments were among the most significant for each list.

b The three fly tissues that had the largest number of genes with significantly high expression in the FlyAtlas data set.

### Genes with fru P1 translatome mRNA enrichment relative to input

Next, we wanted to identify the genes that are different between the male and female TRAP samples relative to the input RNA from the same sex. It should be noted that genes expressed in *fru P1*-expressing neurons are likely to be expressed in other cells/neurons of the head, so we do not expect all genes expressed in *fru P1*-expressing neurons to be enriched in the TRAP samples relative to the input (for example see Dalton *et al.* 2009). In this analysis, the null hypothesis is that there is no difference between input and TRAP samples. Further, for an exon to be declared significantly enriched in the TRAP samples, the abundance needed to be higher in the TRAP sample compared to input from the same sex.

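In males, 1203 exons were higher in TRAP than in input and 10273 were lower. In females, 669 were higher and 9345 were lower. These numbers depended on the scaling: with DESeq2's size factors, 3910 exons were higher and 4496 lower in male TRAP, and 2735 were higher and 2555 lower in female TRAP. The median log2 fold change of TRAP over input was -0.57 in males and -0.64 in females with the mapped reads as library size, and -0.14 and -0.16 with TMM normalization. Of the paper's lists, 751 of 855 exons in males and 357 of 447 in females were among the exons higher in TRAP. By the same rule as for input, the exons with the largest enrichment in male TRAP were 1 exon not paired with a gene (6.01) and exons of CR40502 (5.26), *Ilp5* (5.21), CR41590 (5.11) and *Ilp2* (5.07). The exon of *Ilp2*, which encodes an insulin-like peptide, had 1926 ± 910 RPKM (SD, n = 6) in male TRAP, 588 ± 262 (n = 5) in female TRAP, 57.1 ± 10.1 in male input and 56.4 ± 8.53 in female input. In female TRAP they were exons of CR40502 (5.89), CR42195 (5.41), CR41619 (5.41) and CR40728 (5.39), and 1 exon not paired with a gene (5.54). The exons of the genes with CR symbols lie on U, the collection of unplaced sequence, and may share reads with near-identical copies. The exons with the largest decrease in female TRAP were those of *sbr* (-5.55), *klhl10* (-4.36), *ced-6* (-4.06) and *jar* (-3.69), and 1 not paired with a gene (-3.89). The *sbr* exon is short and had under 0.5 reads in each female TRAP library, which were rounded to 0; without rounding its log2 fold change was -1.96 and still past the threshold (adjusted p = 0.158), and with DESeq2 it was -2.11 and not past it (adjusted p = 0.231). The 5 largest decreases in male TRAP, from -4.63 to -3.49, were at exons not paired with a gene. The largest of them had the same limit, with -1.65 without rounding, and was then not past the threshold (adjusted p = 0.277).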

We identified 772 genes that are higher in male TRAP samples compared to the male input and 408 genes that are higher in the female TRAP samples compared to the female input (Table 2 and Table S6). These genes are enriched with those that encode neuropeptide receptors, signaling molecule and neurotransmitter secretion products (Table 2). 

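Of the exons higher in TRAP, 720 passed the threshold in males only, 186 in females only and 483 in both sexes. Passing in a single sex did not always mean a sex difference. Of the 720 exons, 593 also had a higher mean in female TRAP than in female input, and the enrichment of 76 differed between the sexes past the threshold. Of the 186 exons, 134 also had a higher mean in male TRAP, and 38 differed between the sexes. With TMM normalization, 1739 exons passed in males only, 465 in females only and 1905 in both.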

Of these, 476 genes had higher expression in male TRAP only; 112 genes had higher expression in female TRAP only; and 296 genes have higher expression in TRAP samples in both sexes (Table S6). There are 11 genes with evidence for sex-specific exon enrichment in TRAP relative to input mRNA (Table S6).

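The difference of TRAP enrichment between the sexes was tested directly, as an interaction over all 4 conditions. It passed the threshold at 779 exons, with 539 more enriched in males and 240 more enriched in females, where 1105 would be expected at the same raw p with no difference at all. The directions depended on the scaling, with 231 and 218 exons under TMM normalization and 155 and 441 under DESeq2. With each contrast adjusted on its own, 1 exon passed, and 892 had an unadjusted p under 0.05, where 1261 would be expected.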

**Table 2:** *fru P1* TRAP mRNA enrichment relative to input mRNA

Description	Exons	Genes	GO: Biological Process***^a^***	GO: Cellular Component***^a^***	GO: Molecular Function***^a^***	Protein Domain***^a^***	Tissue Expression (# of Genes)*^b^*
Enriched in male TRAP relative to male input mRNA	855	772	Signaling	Synapse	Neuropeptide receptor binding	Pleckstrin homology domain	Thor. Gang (471)
			Synaptic transmission	Neuron part	Hormone activity	C2 domain	Brain (470)
			Neurotransmitter secretion	Axon	Nucleotide binding		Larval CNS (431)
Enriched in female TRAP relative to female input mRNA	447	408	Signaling	Synapse	Neuropeptide receptor binding	M1F4G-like domain	Thor. Gang (275)
			Synaptic transmission	Neuron part	Hormone activity		Brain (240)
			Neurotransmitter secretion	Axon	Nucleotide binding		Larval CNS (230)
Enriched in TRAP relative to input mRNA in both sexes	310	296	Signaling	Synapse	Neuropeptide receptor binding		Thor. Gang (183)
			Synaptic transmission	Neuron part	Hormone activity		Brain (177)
			Neurotransmitter secretion	Axon	G-coupled protein receptor binding		Head (167)
Uniquely enriched in male TRAP relative to male input mRNA	545	476	Signal transduction	Organelle		Pleckstrin homology domain	Brain (293)
			Signaling	Synapse		Oxysterol-binding protein	Thor. Gang (288)
			Cell communication	Neuron part			Larval CNS (268)
Uniquely enriched in female TRAP relative to female input mRNA	137	112					Larval CNS (67)
							Brain (63)
							Thor. Gang (62)
Sex-specific exon enrichment in TRAP relative to input mRNA		11					

a Gene Ontology (GO) terms and protein domain enrichments were among the most significant for each list.

b The three fly tissues that had the largest number of genes with significantly high expression in the FlyAtlas data set.

We performed visual inspection of plots showing count distributions along the gene models for the 11 genes predicted to have different transcript isoforms enriched in the male and female TRAP samples. The plots show quantitative differences in count abundance between the male and female exons in the TRAP samples, with the exon detected in both male and female TRAP samples. However, Hr51, Pkc53E, and CG42684 have exons that have mapped reads only in one sex (Figure S2), suggesting that there are sex-specific transcript isoforms in *fru P1*-expressing neurons. 

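The sex-biased exons of TRAP were compared with those of input. Of the 1266 exons higher in male TRAP, 440 were also higher in male input, where 102 would be expected by chance, and 11 were higher in female input. Of the 394 exons higher in female TRAP, 228 were also higher in female input, where 26.5 would be expected. Across the 25228 tested exons, the log2 fold changes of male over female in TRAP and in input had a Pearson r of 0.390 and a Spearman rho of 0.311. Exons are not independent replicates, so no p is given.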

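The 6 exons of *Pkc53E* that the supplementary tables list and the 3 exons of CG42684 were tested, and only exons with reads in both sexes were. For *Pkc53E*, reads were in at least 4 of the 6 male TRAP and 4 of the 5 female TRAP libraries at every exon. F42544 was higher in male TRAP, with a log2 fold change of 0.59 (standard error 0.21, adjusted p = 0.0486), and it was still past the threshold with TMM normalization (0.47, adjusted p = 0.169). The other 5 *Pkc53E* exons had log2 fold changes from -1.29 to 0.75 and were not past the threshold. For CG42684, S19723 was lower in male TRAP (-1.18, standard error 0.49, adjusted p = 0.106). It was past the threshold in 9 of the 11 fits that left out 1 TRAP library. S19728 was not past the threshold (0.53, standard error 0.27, adjusted p = 0.219). With the replicate number as a block it was (0.55, adjusted p = 0.167), as in 4 of the 11 fits that left out 1 TRAP library. F19730 did not differ detectably (0.20, standard error 0.24).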

For example, Hr51 has three internal exons that have reads in the male TRAP, but not in the female TRAP samples; this coincides with our previous findings that Hr51 is regulated by Fru^M^ (Dalton *et al.* 2013). These data indicate that sexual dimorphism in the translatome in male and female *fru P1*-expressing neurons are due, at least in part, to different transcript isoform usage.

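The 3 exons of *Hr51* listed in the supplementary tables, on chromosome arm 2R, were tested, which requires reads in both sexes, and did not differ detectably between male and female TRAP. Their log2 fold changes were -0.57 for S41371 (standard error 0.66), -0.01 for S41373 (standard error 0.65) and 0.46 for S41374 (standard error 0.59). In male TRAP over male input they were 1.08, 1.63 and 1.51, and in female TRAP over female input 1.95, 1.45 and 1.54, all past the threshold. The male value of S41371 was not past it with the replicate number as a block (0.99, adjusted p = 0.225), and it was in 7 of the 12 fits that left out 1 male library. The female values of S41373 and S41374 were past it in 7 and 8 of the 10 fits that left out 1 female library. The regions marked in Figure S2 were matched to the files by their order and length after the reads had been seen. The matched regions S41366, S41368 and S41369 of *Hr51* had 2.24, 1.23 and 0.56 reads in all male TRAP libraries together, in 2, 2 and 1 of the 6 libraries, and no reads in female TRAP. At the male rate, 1.23, 0.674 and 0.307 reads would be expected over the 5 female libraries, so a lower female level was not detectable at this depth. Over all regions of the files, 9089 had reads in at least 1 male TRAP library and in no female TRAP library, 7334 of them in 1 or 2 male libraries and 26 in every male library. In the opposite direction there were 2034 regions, 0 of them with reads in every female library. The male TRAP libraries held more mapped reads in all (6676781 against 3661325).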

### Differences in the translatome of fru P1-expressing neurons between males and females

To identify all significant differences in mRNAs that are actively translated in *fru P1* neurons between males and females, we identified the sets of genes with exons that have significantly different RNA-seq abundance between the *fru P1*-expressing TRAP samples from males and females. 

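Genes with known sex differences were used to check the sex labels. The noncoding RNAs *roX1* and *roX2* of the X chromosome were higher in male TRAP, with log2 fold changes of 5.71 (standard error 0.33, adjusted p = 1.79e-34) and 4.32 (standard error 0.62, adjusted p = 7.21e-08). The 7 exons of the yolk protein genes *Yp1*, *Yp2* and *Yp3* were lower in male TRAP, with log2 fold changes from -5.18 to -4.00. In all 9 exons, every library of the higher sex was above every library of the other sex (two-sided exact permutation tests, p = 0.00433, the smallest that 6 libraries against 5 allow). Exon F14582 of *Sxl* was higher in male TRAP (1.46, standard error 0.32, adjusted p = 0.000691), and its exons S14583 (0.76) and F14585 (0.72) were not past the threshold. In input, all 3 *Sxl* exons were higher in males, with log2 fold changes from 0.93 to 1.33, and for the *roX* and yolk protein exons every library of the higher sex was again above every library of the other. The *roX1* exon was 0.65 higher on the log2 scale in male TRAP than in male input, and the *roX2* exon was lower by 0.63, and with TMM normalization these values were 1.10 and -0.18 (adjusted p = 0.762 for *roX2*).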

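There were 1266 exons higher in male TRAP and 394 higher in female TRAP, a ratio of 3.21. Without any threshold, 15899 of the 25228 tested exons had a higher level in male TRAP and 9328 in female TRAP. The median log2 fold change over all tested exons was 0.16. Of the paper's lists, 729 of 1420 male-biased exons and 212 of 415 female-biased exons were among the calls. Of the 1266 exons, 893 could be paired with a gene, giving 786 genes, and of the 394 exons 275 could, giving 218 genes. By the same rule as for input, the largest log2 fold changes in the male direction after *roX1* and *roX2* were at exons of *Obp99b* (3.48, standard error 0.37), which had 90.5 ± 19.0 RPKM in male and 7.49 ± 3.50 in female TRAP, and of CG18596 (3.27, standard error 0.82). The next was 1 exon not paired with a gene (2.91, standard error 0.63). By this rule, the 5 largest in the female direction were all yolk protein exons. At the raw p reached by the threshold, 0.0437, 1102 exons would be expected with no difference at all, which is 66.4% of the 1660 called. This share follows from adjusting the TRAP comparison of the sexes together with contrasts that hold far more differences. Adjusted on its own, this comparison gave 159 exons higher in male TRAP and 71 higher in female TRAP.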

There are 1210 genes that are male-biased in the TRAP samples, and 331 genes that are female-biased (Figure 3, Table 3, and Table S7). 

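Among genes with a pairing in the supplementary tables, 785 had exons higher in male TRAP only, 217 had exons higher in female TRAP only, and 1 had exons in both directions. This gene was *fru*, with exon F55889 higher in male TRAP and exons F55906 and S55896 higher in female TRAP. The male direction rests on F55889, which was not past the threshold with TMM normalization (adjusted p = 0.217) or DESeq2 (adjusted p = 0.383).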

There are 16 genes with exons whose bias is dependent on the particular exon/isoform examined, giving further evidence for differences in transcript isoforms in the male and female TRAP samples (Figure 3D, Table 3, and Table S7). *fru* is one of the genes we detect as having differences in transcript isoforms in the TRAP samples, as expected (Table S7). 

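The exon F3320 of *dsf*, on chromosome arm 2L (5937573 to 5939261), had 2.50 ± 1.72 RPKM (SD, n = 6) in male TRAP, with reads in all 6 libraries, and 0.426 ± 0.426 (n = 5) in female TRAP, with reads in 3 of 5. Its log2 fold change was 1.83 (standard error 0.78, adjusted p = 0.12). It was not past the threshold with TMM normalization (adjusted p = 0.205) or DESeq2 (adjusted p = 0.286), and it was past the threshold in 9 of the 11 fits that left out 1 TRAP library. In input, the exon had 1.02 ± 0.231 RPKM in males and 0.805 ± 0.173 in females (0.35, standard error 0.25, adjusted p = 0.467).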

There are 19 genes of the 1210 male-biased genes that are annotated with the GO term male courtship behavior (Table S5), including *dissatisfaction* (*dsf*), which has been previously been implicated in underlying male courtship behavior (Finley *et al.* 1998).

**Table 3:** Differences between male and female TRAP mRNA

Description	Exons	Genes	GO: Biological Process*^a^*	GO: Cellular Component*^a^*	GO: molecular function*^a^*	Protein Domain*^a^*	Tissue Expression (# of Genes)*^b^*
Male-biased TRAP mRNA	1420	1210	Signaling	Synapse	Ion binding	PDZ domain	Brain (732)
			Development	Cell junction	Cytoskeletal binding	SH3 domain	Larval CNS (723)
			Synaptic transmission	Presynapse		Pleckstrin homology domain	Thor. Gang (700)
Female-biased TRAP mRNA	415	331	Mitotic spindle	Ribosomal subunit	Structural constituent of ribosome		Adult carcass (182)
			translation				Adult heart (172)
							Head (162)
Sex-biased exon		16					

a Gene Ontology (GO) terms and protein domain enrichments were among the most significant for each list.

b The three fly tissues that had the largest number of genes with significantly high expression in the FlyAtlas data set.

Additionally, we determined how many genes are detected in TRAP samples from both males and females, and find 7967 genes (hereafter called core genes; Table S3). These core genes are significantly enriched with those that encode proteins with the Immunoglobulin-fold domain (163 genes; Table S5). 

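At the exon level, 23823 exons were detected in TRAP of both sexes, of 31147 detected in TRAP of at least 1 sex. With every library thinned to 492794 mapped reads, 19270 exons were detected in both, of 25931. None of the exons that the supplementary tables list is paired with *dpr1*, so it is not reported.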

We previously found genes encoding proteins with this domain were highly enriched in the gene sets identified as regulated by Fru^M^ (Goldman and Arbeitman 2007; Dalton *et al.* 2013). Furthermore, we found that one member, *dpr1*, is important for courtship gating (Goldman and Arbeitman 2007). These proteins have been shown to interact with each other, and to mediate specificity in synaptic connectivity (Ozkan *et al.* 2013; Carrillo *et al.* 2015; Tan *et al.* 2015).

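The ratio of exons higher in male TRAP to exons higher in female TRAP depended on how libraries were scaled. With the mapped reads as library size, as in RPKM, there were 1266 and 394 exons. With TMM normalization, which scales libraries so that most exons do not differ, there were 504 and 528, a ratio of 0.95. With DESeq2's size factors there were 300 and 496, a ratio of 0.60. These scalings assume that most exons do not differ between the sexes, and scaling by mapped reads assumes that the total RNA sampled does not. In the fits that kept the mapped reads as library size, the ratio stayed between 1.50 and 6.13. Reads on the chromosome collections U and XHet, some of them in regions named as copies of ribosomal RNA, took 13.8% ± 3.76 (SD, n = 5) of the mapped reads of female TRAP and 9.18% ± 3.29 (n = 6) of male TRAP (two-sided exact permutation test, p = 0.0606). They took 0.514% and 0.516% in male and female input. With these reads left out of the library size, a setting chosen after the data had been seen, there were 766 and 472 exons, a ratio of 1.62. From the larger number of male-biased genes, the paper concludes that *fru P1* neurons have about 4 times more genes with male-biased than with female-biased abundance.

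**Figure D2:**
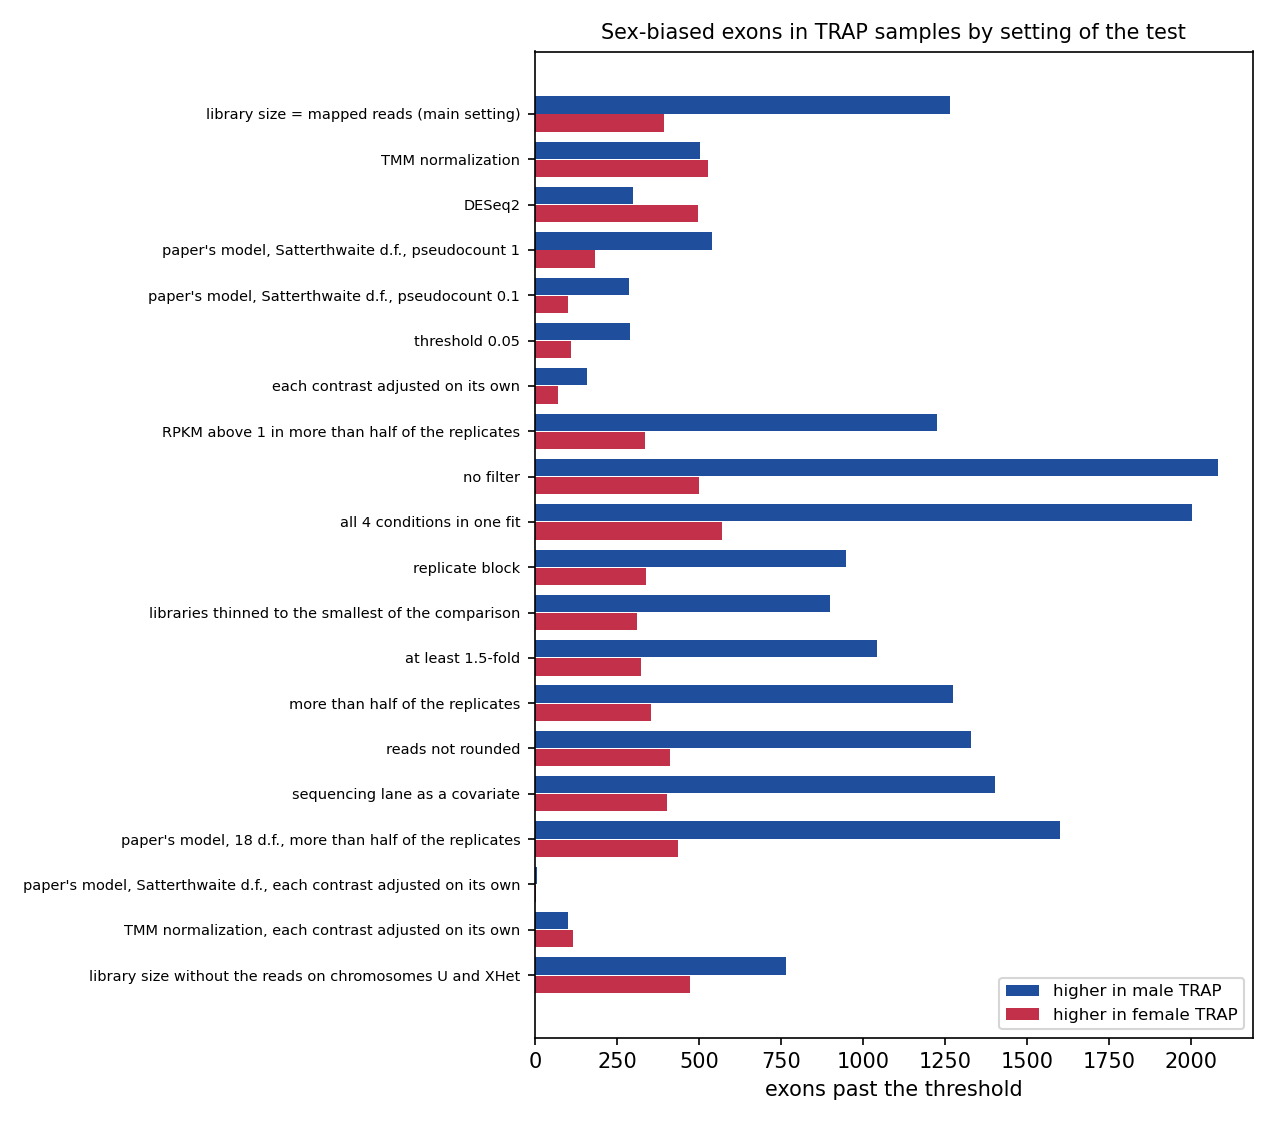
Number of exons higher in male TRAP (blue) and in female TRAP (red) under the main setting and 19 other settings, on a linear axis from 0. The male number is larger under the mapped reads as library size (1266 against 394) and smaller under TMM normalization (504 against 528), under TMM with each contrast adjusted on its own (100 against 115) and under DESeq2 (300 against 496).

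**Figure D3:**
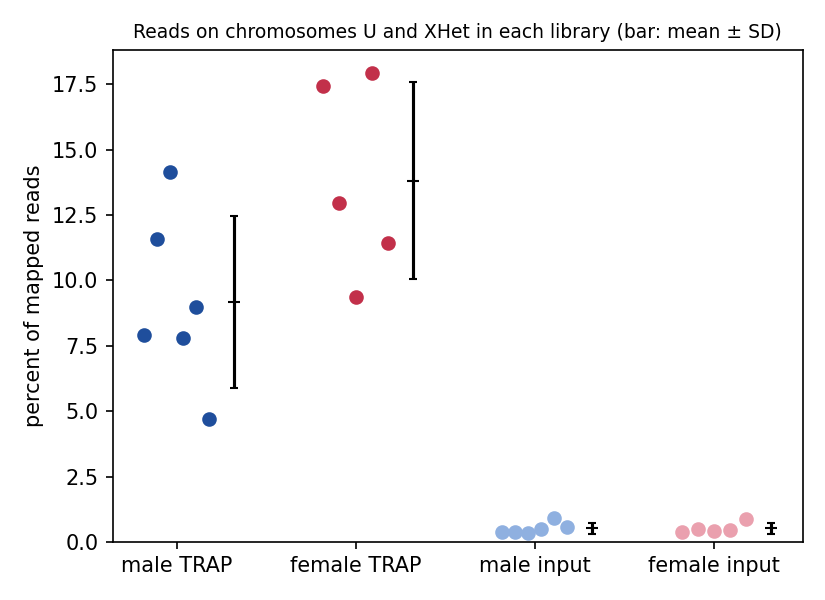
Percent of the mapped reads of each library on chromosomes U and XHet, on a linear axis from 0, with points for libraries and bars for the mean and SD. The TRAP libraries lie between 4.68% and 17.9%, and the input libraries between 0.331% and 0.933%.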

*fru P1*-expressing neurons have a large set of core genes expressed in both males and females and a striking ∼4 times more genes with male-biased abundance than female-biased. 

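The depth and the number of libraries differed between the sexes, with 6 male TRAP libraries up to 2376834 mapped reads and 5 female ones up to 1029033. With all TRAP libraries thinned to the smallest, 899 exons were higher in male TRAP and 310 in female TRAP. Without male TRAP replicate 6, the deepest library, the numbers were 866 and 347, and without female TRAP replicate 3 they were 2089 and 341. On lane 1 alone they were 624 and 160, and on lane 2 alone 688 and 337. A split of the TRAP libraries by lane, with both sexes in each lane, gave 659 exons higher on lane 1 and 1250 higher on lane 2, which is more than the 1660 that the sexes gave. With the lane as a covariate, 1403 exons were higher in male TRAP and 404 in female TRAP. Splits of the TRAP libraries into groups of 6 and 5 that exchanged the sexes within replicate numbers, and so parted as many same-numbered pairs as the sexes do, were fitted the same way. Of 32 such splits, the real one included, 4 had as many exons higher in the group of 6, and 5 had as many in total. The other 31 gave from 474 to 2707 exons. Those that reached the real numbers all exchanged replicate 3. The ones with as many exons higher in the group of 6 kept at least 3 of the 5 pairs as they are, so they are not groupings by chance alone. Kept pairs alone do not account for their numbers, which went up to 2505. Replicate 3 was the only number whose male and female TRAP libraries ran on different lanes (male on lane 1, female on lane 2). Male TRAP replicate 3 also had the largest share of reads on U and XHet among male TRAP libraries (14.1%). Female TRAP replicate 3 had the smallest among female ones (9.34%). Exchanging replicate 3 thus also changed the lanes of the groups, and these causes were not tested apart. Among the 16 splits that kept replicate 3 in place, looked at after the results were seen, the real one had the most exons higher in the group of 6, with at most 686 in the others.

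**Figure D4:**
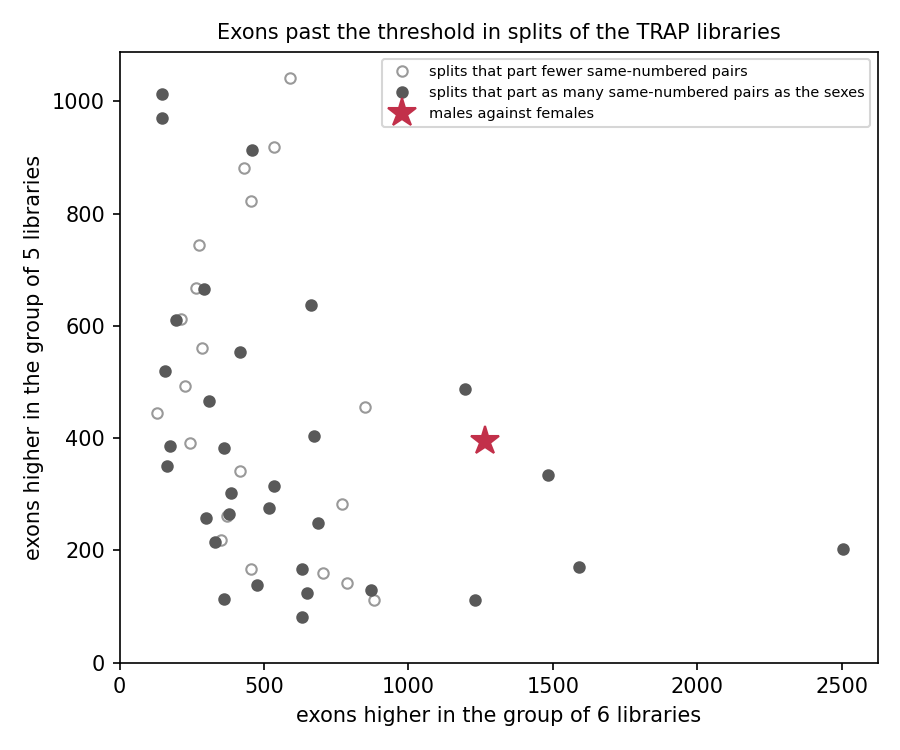
Exons higher in the group of 6 libraries (horizontal axis) and in the group of 5 (vertical axis), both linear, for males against females (star) and for other splits of the TRAP libraries; filled points are splits that part as many same-numbered pairs and open points are 20 splits that part fewer. The star, at 1266 and 394 exons, lies inside the range of the filled points.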

We further examined the data to determine if there were any systematic biases in the male or female TRAP libraries that could account for detecting more male-biased genes. For all TRAP libraries the 3′ most exon is 37% of exons. If we remove the 3′ most exon from the analyses, this does not change the finding of dramatically increased male-biased TRAP mRNA levels.

### Examination of genes regulated by Fru^M^ and those with male-biased TRAP abundance

Of the 1210 genes that are significantly male-biased in the TRAP experiment, we investigated if these were potential targets of Fru^M^, by examining the overlap between the 1210 genes identified in this experiment to the 1253 genes with transcripts identified as being regulated by at least one of three Fru^M^ isoforms, from our previous RNA-seq study (Dalton *et al.* 2013). In Dalton *et al.* (2013), each of three Fru^M^ isoforms was overexpressed in *fru P1*-expressing neurons, and tissue was collected from 16- to 24-hr-old adults, to facilitate the identification of genes regulated by Fru^M^. Analysis of this data set was performed using the same mapping approaches to those used here, although the strain backgrounds are different. As this was an overexpression study, it is possible that Fru^M^ does not normally regulate some of the genes identified at the adult stage we examined. Furthermore, we do not expect every gene expressed in *fru P1*- expressing neurons to be a Fru^M^ target. We do find a significant overlap with 250 genes identified in the two studies (Table S7 and Table S8).

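All 250 genes of the paper's overlap had exons in its male-biased list, 316 in all, and each of the 316 had a higher level in male TRAP here. Their median log2 fold change was 0.90. Of these exons, 184 were past the threshold, and they belonged to 161 genes. The exons were listed by the paper for being male-biased in the same libraries, so their direction is not an independent test.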

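Of the 428 tested exons on chromosome 4, 22 were higher in male TRAP, where 21.5 would be expected from all tested exons with a known chromosome (odds ratio 1.03, Fisher's exact test, two-sided, p = 0.911). With the paper's own list of male-biased exons, 37 of 408 exons were on chromosome 4, where 24.4 would be expected (odds ratio 1.58, Fisher's exact test, p = 0.0111). The main setting's number depended on the replicates. Without female TRAP replicate 3, 48 exons were on chromosome 4 where 35.5 would be expected (Fisher's exact test, p = 0.0332), and without male TRAP replicate 1 there were 36 where 24.6 would be expected (p = 0.0208). On lane 1 alone there were 3 where 10.6 would be expected (Fisher's exact test, p = 0.0112), in the opposite direction. Genes on chromosome 4 had 5.1 tested exons each, against 2.99 elsewhere, which gives each gene there more chances of a male-biased exon. If the paper's male-biased exons fell on exons at random, 21.6 of the 80 tested genes on chromosome 4 would have at least 1, against the paper's 30. The paper's gene-level expectation is 12.3. Fisher's exact test treats exons as independent, and exons of the same gene are not, so its p-values here may be too small. On the X chromosome, 224 of 4346 tested exons were higher in male TRAP, where 218 would be expected (odds ratio 1.03, Fisher's exact test, p = 0.647). This number depended on the design and the replicates. With the replicate number as a block, 197 were higher where 163 would be expected (odds ratio 1.27, Fisher's exact test, p = 0.00381). Without male TRAP replicate 6 there were 182 where 149 would be expected (Fisher's exact test, p = 0.00390), and without female TRAP replicate 2 there were 185 where 159 would be expected (Fisher's exact test, p = 0.0264).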

We also determined if there were significant differences in chromosome distribution for genes with male- and female-biased TRAP abundance, and found that genes with male-biased TRAP abundance were significantly enriched on the fourth chromosome; we found genes with sex-biased expression, and also those downstream of *dsx* highly significantly enriched on the fourth chromosome (Arbeitman *et al.* 2016). Furthermore, the 250 genes that have male-biased TRAP abundance, and were detected in our previous study as induced by Fru^M^, are significantly enriched on the X chromosome (Figure 4 and Table S8), as are the larger set of 1253 genes regulated by Fru^M^ (Dalton *et al.* 2013). 

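Of the 161 genes of this overlap with an exon past the threshold here, 42 lie on the X chromosome, against 63 of the 250 genes that the paper lists.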

To assess if there is evidence for direct regulation of these 250 genes, and the set of 1210 genes with male-biased TRAP abundance, we analyzed the frequency of each Fru^M^ DNA binding site motif in these genes, and found significant enrichment for the binding sites of three Fru^M^ isoforms with known DNA binding motifs (p < 0.0001; Table 4 and Table S8) (Dalton *et al.* 2013). This suggests that these sets of genes include many that are likely directly regulated by Fru^M.^

**Figure 4:**
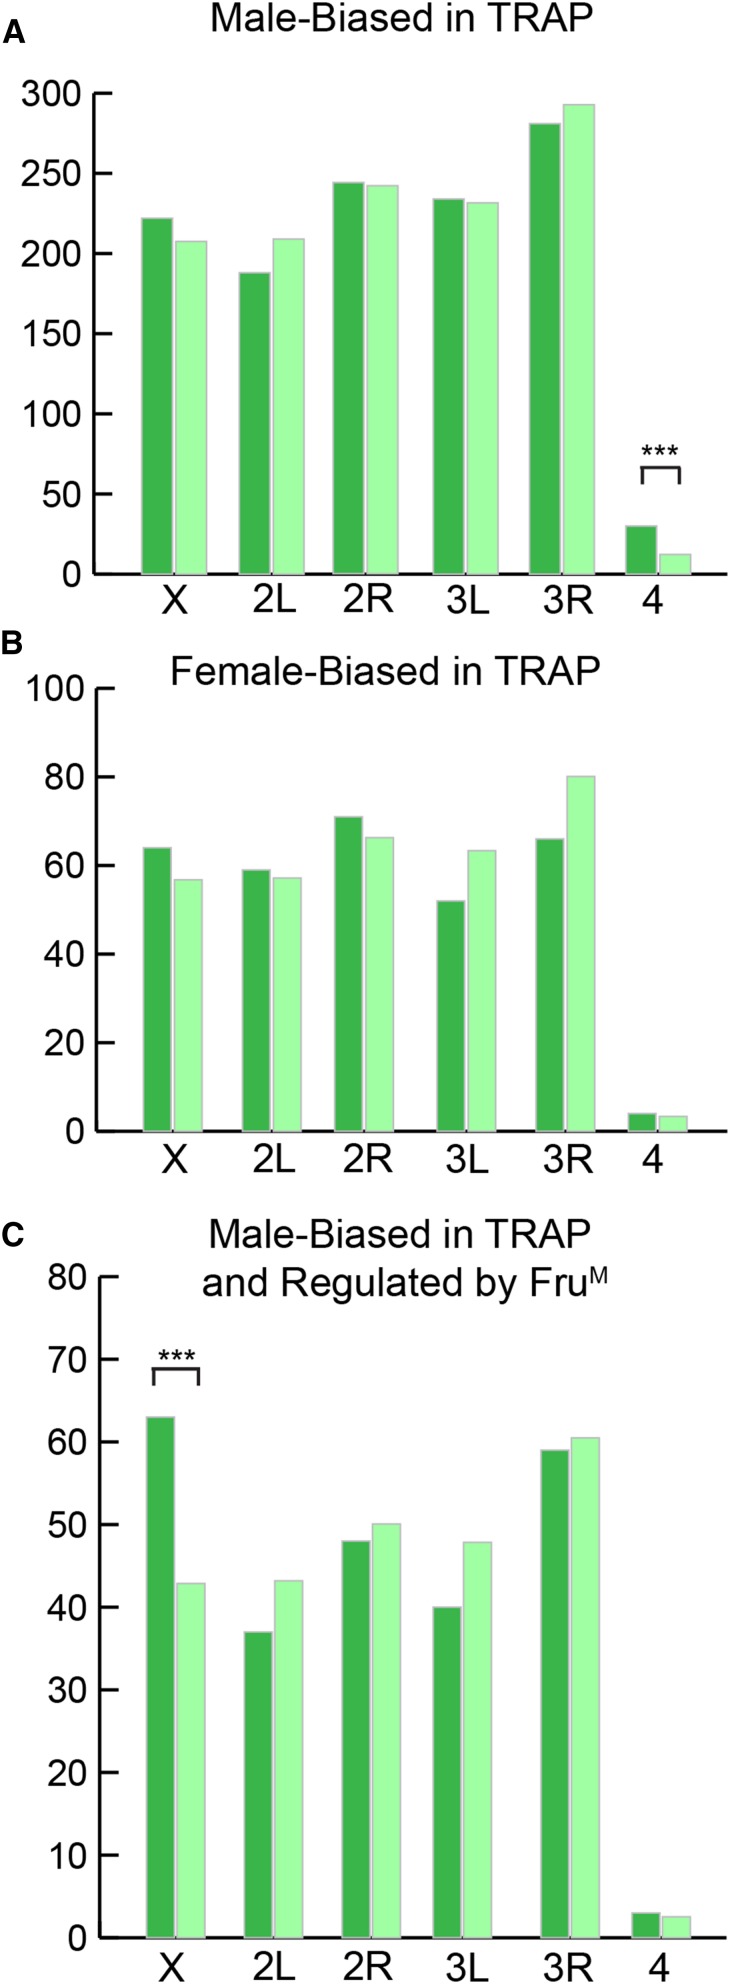
Chromosome distribution of genes with biased TRAP expression. Chromosome distribution of the (A) 1210 genes identified with male-biased TRAP expression, (B) 331 genes identified with female-biased TRAP expression, and (C) 250 genes identified with male-biased TRAP expression and overlap with previously identified Fru^M^ regulated genes (Dalton *et al.* 2013). The observed (dark green bars) and expected (light green bars) gene counts for each chromosome are shown. *** p < 0.001 using a Fisher’s exact test.

**Table 4:** Enrichment of Fru^M^ DNA binding motifs

		Total Genes	Number of Genes with Motif	Expected Number of Genes	Chi-Square Value	Degrees of Freedom	Likelihood Ratio Chi-Square	Fisher Raw p-Value (2-Tail)
Genes with male-biased TRAP mRNA*^a^*	Fru^A^ DBD Motif	1210	936	251.23	2782.216	1	2274.4412	< 0.0001
	Fru^B^ DBD Motif	1210	451	135.43	977.9614	1	731.1497	< 0.0001
	Fru^C^ DBD Motif	1210	273	85.432	523.3722	1	385.0885	< 0.0001
Genes with male-biased TRAP mRNA*^b^*	Fru^A^ DBD Motif	250	234	51.908	832.5475	1	651.4013	< 0.0001
and regulated by Fru^M^	Fru^B^ DBD Motif	250	137	27.982	493.9181	1	298.8676	< 0.0001
	Fru^C^ DBD Motif	250	94	17.651	366.9582	1	202.3083	< 0.0001

a Genes with male-biased TRAP mRNA relative to female TRAP mRNA (Table 3).

b Genes with male-biased TRAP mRNA relative to female TRAP mRNA (Table 3) and identified as regulated by Fru^M^ isoforms (Dalton *et al.* 2013).

## Discussion

We have used cell-type-specific TRAP to identify the repertoires of *Drosophila* genes with actively translated mRNA products in male and female *fru-P1*-expressing neurons from heads of young adult flies. This allows us to gain insight into how two vastly different behaviors are directed by a largely shared set of *fru P1*-expressing neurons and from a shared genome. We find 1210 genes have male-biased TRAP abundance, which is ∼4 times more than the 331 genes with female-biased TRAP abundance. This asymmetry in sex-bias is unique relative to many other studies examining sex-biased gene expression, in that similar numbers of genes were discovered to have male- or female-biased mRNA abundance in somatic tissues (Arbeitman *et al.* 2004; Goldman and Arbeitman 2007; Lebo *et al.* 2009; Chang *et al.* 2011), although, we did see a large asymmetry in sex-biased gene expression with more male-biased gene expression (331 male; six female) in the developing third larval instar genital disc, using microarray analyses (Masly *et al.* 2011).

Consistent with previous studies, the number of genes with sex-biased expression in the whole head (input here) is similar between the two sexes in this study. The 1210 male-biased genes in the *fru P1* mRNA translatome significantly overlap with genes that are regulated by Fru^M^ (250 genes overlap) (Dalton *et al.* 2013); the 250 genes common to both studies are also enriched on the X chromosome. Furthermore, the 1210 genes that have male-biased TRAP mRNA abundance are highly significantly enriched on the fourth chromosome; this is also true for genes with sex-biased expression and genes regulated by *dsx* in head tissues (Arbeitman *et al.* 2016). This is noteworthy, as the fourth chromosome in *D. melanogaster* evolved from an ancestral sex chromosome (Vicoso and Bachtrog 2013).

In our previous work examining head tissues, we found genes with male-biased expression are increased on the X chromosome and reside adjacent to dosage compensation machinery entry sites (Goldman and Arbeitman 2007; Chang *et al.* 2011), which was also observed separately (Catalan *et al.* 2012). Additionally, we found genes regulated by Fru^M^ to be enriched on the X chromosome (Dalton *et al.* 2013). We posited that this may be due to the unique properties of the X chromosome, which is less compacted and is also decorated with dosage compensation proteins in males. Fru^M^ function has evolved in the context of a male nucleus, and thus may have evolved biochemically to take advantage of the unique properties of the X chromosome in males. We further this idea, in light of our results presented here and previous work, by suggesting that the fourth chromosome also has unique properties for genes with sex-specific functions (Arbeitman *et al.* 2016).

There are several hypothesis about differences in the evolutionary properties of the X chromosome (reviewed in Vicoso and Charlesworth 2006), including the “faster-X” evolutionary hypothesis, which, in part, proposes that hemizygosity of the X chromosome in males could lead to more rapid adaptive fixation of male beneficial recessive alleles, as compared to autosomes (Rice 1984; Charlesworth *et al.* 1987). If targets of Fru^M^ are more likely to be on the X, the faster X may explain some of the male-bias in genes regulated by Fru^M^ identified here and previously. A gene’s residence on the X chromosome could allow for more rapid fixation of novel enhancer sequences that allow for Fru^M^ binding in males. Once these genes are under Fru^M^ regulation, selection could more rapidly act on X chromosome genes to retain new alleles/polymorphisms that are male beneficial, especially since regulation by Fru^M^ will have no impact in females.

We found that *fru P1* neurons from males and females have a common repertoire of enriched, actively translated mRNAs (core genes) that is distinct from those identified using TRAP to detect mRNAs from all neurons in the adult head (see Thomas *et al.* 2012). While *fru P1*-expressing neurons in males and females underlie very different complex reproductive behaviors, there are aspects of both behaviors that may utilize similar molecular processes, which might be unique to the *fru P1*-expressing class of neurons (reviewed in Greenspan and Ferveur 2000; Griffith and Ejima 2009; Ferveur 2010; Dauwalder 2011). For example, both male and female reproductive behaviors are plastic and can be altered by adult experiences. Furthermore, reproductive behaviors in males and females require social interactions, and are coordinated with nutritional status, germline status, and circadian rhythms. The results presented here suggest that there is a common set of core genes that have products in the actively translated pool of mRNAs that may underlie the abilities of the neurons to coordinate these functions in both males and females.

The asymmetry in the number of genes with higher expression in male TRAP samples as compared to females (∼4 times more male-biased genes), and the relatively small number of genes with female-biased expression (331), suggests that the potential for female behaviors directed by *fru P1*-expressing neurons may largely be specified by the core set of genes. Female reproductive behaviors include subsets of behaviors found in both sexes, like rejection with wing flicks and running away, but also include behavioral subsets that are uniquely female, such as oviposition. It is possible we did not assay the critical *fru P1*-expressing neuronal populations, where transcripts important for specifying female-specific neuronal architecture and physiology are translated, such as neurons in the ventral nerve cord. Furthermore, it is known that there are *fru P1* independent pathways that specify adult reproductive behaviors. There are Dsx^F^+ neurons that do not overlap with *fru P1*-expressing neurons that may direct aspects of female-specific behaviors (Lee *et al.* 2002; Sanders and Arbeitman 2008; Rideout *et al.* 2010; Robinett *et al.* 2010). Both *dsx* and *retained* function in females to repress male behaviors, whereas in males *dsx* promotes and *retained* represses male behaviors (Ditch *et al.* 2005; Shirangi *et al.* 2006). Also, in the absence of *fru P1*, males can learn to perform courtship behavior in a *dsx*-dependent manner (Pan and Baker 2014), demonstrating that there are additional mechanisms to direct the potential for courtship behavior in males. Additional studies examining more time points and cell types are important to fully understand how sex differences in behaviors are built in both males and females, especially during developmental pupal stages, which has been shown to be a critical time for the specification of sexually dimorphic behaviors (Belote and Baker 1987; Arthur *et al.* 1998). Furthermore, it will be important to understand the endogenous physiological differences in male and female *fru P1*-expressing neurons, in light of the observation that activation of *fru P1*-expressing neurons in females induced performance of a male courtship sub-behavior: unilateral wing extension/vibration, though the song produced is structured differently than wild type male song (Clyne and Miesenbock 2008).

The results presented here may also provide mechanistic clues as to how a shared genome and shared *fru P1*-expressing neuronal substrates can give rise to two distinct behavioral outcomes. It is possible that Fru^M^ functions to promote male-specific behavior in the context of the same gene regulatory networks that underlie female behavior. This may be because the genetic specification of male and female behaviors is constrained at the molecular level, as genes are present in both males and females and share regulatory elements. This does not mean that female behaviors are simply the default state, as that would suggest too large of a constraint on the specification and evolution of female behaviors. We suggest that complexity in function and evolution of reproductive traits in both males and females can arise using molecular pathways that are activated in both male and female neurons. This is possible because evolutionary constraints differ between males and females, given that regulation by Fru^M^ can decouple the impact of novel regulation between the sexes.

If most genes that underlie the potential for female behaviors are also expressed in males, in *fru P1*-expressing neurons, selection on new alleles that favorably alter female behavioral traits will occur in both sexes. The new beneficial mutations that impact female behaviors are likely to have some phenotypic effects in both sexes, since based on our translatome study here, they are likely to be expressed in both males and females. However, constraint on evolution of female behaviors may be reduced if the specification of male behaviors is robust enough that perturbation in the pathways that direct female-behaviors have a small impact on male behaviors. To direct robust male behaviors, many genes could be recruited to be regulated by Fru^M^, through addition of Fru^M^ binding sites, which will only have an impact in males. While there are elaborate male courtship displays, the evolution of the male behavioral process is constrained by female mate choice and the consequences on her fitness. Indeed, when male evolution continues in a context where female evolution is experimentally arrested, male fitness is increased and female fitness is decreased (Rice 1996,^1998^), given that selection on sexually antagonistic alleles has been removed.

Building a social behavior with a shared genome and a largely shared *fru P1*-expressing neuronal substrate may also limit the behavioral differences between males and females of a species. Thus, new alleles impacting sociality that benefit both males and females can be selected for in a shared genome. Further studies examining the evolution of Fru^M^ targets will inform on this question, especially focusing on X, fourth chromosome, and autosomal differences in evolution.

### Conclusions

*fru P1*-expressing neurons have a unique, sex-nonspecific TRAP profile, compared to the TRAP profile of all neurons of the adult head, suggesting that these shared molecular properties underlie common reproductive behavioral needs. This core set of TRAP genes are significantly enriched with those that encode immunoglobulin domain-containing superfamily members. The *fru P1*-expressing neurons control very different sex-specific reproductive behaviors. These data suggest that additional expression/translation of genes in males plays a large role in the differences in the functions of these neurons between males and females. This suggests a model for a rewriting of the neuronal program where a baseline pattern is laid, largely setting up the potential for female-specific behaviors, and then information is overlaid to create the potential for male-specific behaviors.

## Supplementary Material

Supplemental Material

# Supplementary material for: Neurons That Underlie Drosophila melanogaster Reproductive Behaviors: Detection of a Large Male-Bias in Gene Expression in fruitless-Expressing Neurons
**Source:** G3 (Bethesda). 2016 May 31;6(8):2455–65. doi: 10.1534/g3.115.019265
**Supplement:** Supplemental Material

Neurons That Underlie Drosophila melanogaster Reproductive Behaviors: Detection of a Large Male-Bias in Gene Expression in fruitless-Expressing Neurons — Supplemental Material 

# Neurons That Underlie *Drosophila melanogaster* Reproductive Behaviors: Detection of a Large Male-Bias in Gene Expression in *fruitless*-Expressing Neurons

## Supplemental Material for Newell *et al.*, 2016

**Files in this Data Supplement:**

- Figure S1 - Schematic description of exon level mapping. (.pdf, 342 KB)
- Figure S2 - Sequencing read coverage of genes that have sex specific exon usage. (.pdf, 536 KB)
- Table S1 - Full data set. (.xlsx, 24,466 KB)
- Table S2  - Number of differentially expressed genes using FDR p-value cut-off <0.2 and
- Table S3 - Detected Genes. (.xlsx, 6,240 KB)
- Table S4 - Differentially expressed genes between male and female input mRNA. (.xlsx, 602 KB)
- Table S5 - Gene Ontology Enrichment Results. (.xlsx, 4,691 KB)
- Table S6 - Genes significantly enriched in TRAP over input. (.xlsx, 1,793 KB)
- Table S7 - Differentially expressed genes between male and female TRAP mRNA. (.xlsx, 378 KB)
- Table S8 - Enrichment Tests. (.xlsx, 25 KB)

# Supplementary material for: Neurons That Underlie Drosophila melanogaster Reproductive Behaviors: Detection of a Large Male-Bias in Gene Expression in fruitless-Expressing Neurons
**Source:** G3 (Bethesda). 2016 May 31;6(8):2455–65. doi: 10.1534/g3.115.019265
**Supplement:** Supplemental Material

A

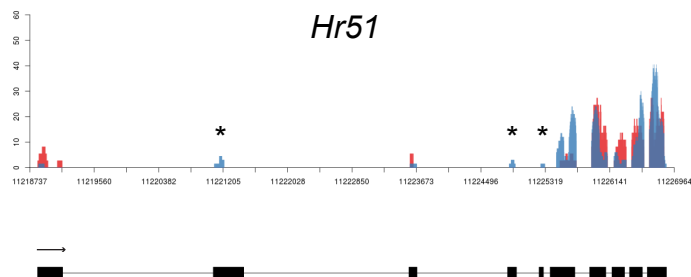

B

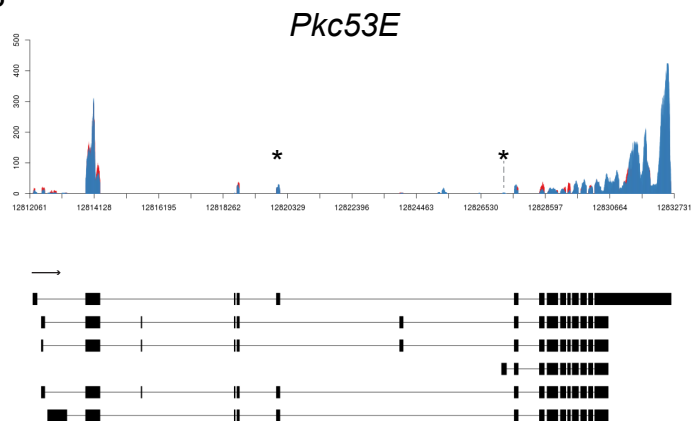

C

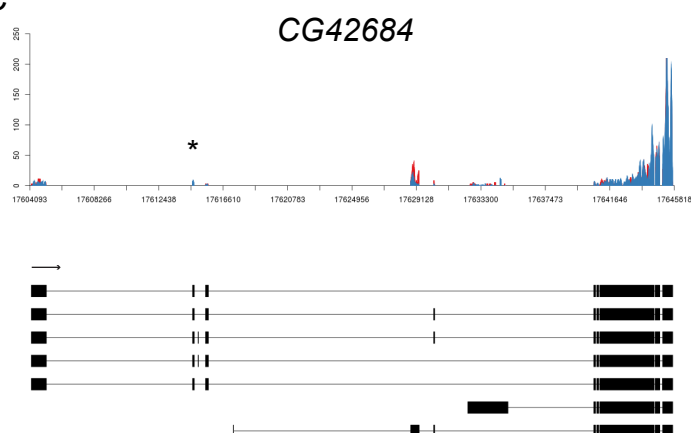

Supplemental Figure 2: Illustration of exon gene regions that have male-specific read counts

Gene models are shown for (A) *Hr51*, (B) *Pkc53E* and (C) *CG42684* with black boxes indicating exons and lines indicating intron regions. Exons that have read counts detected only in males are indicated by an asterisk (\*). 

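Figure S2 shows coverage over the gene models in TRAP samples and marks exons with reads in males only. The regions of the files that correspond to the marks were taken by their order along the chromosome and their length, since the annotation with their coordinates was not analysed here, and the match was made after the reads had been seen. Matched regions of *Hr51* (S41366, S41368 and S41369, of 391, 115 and 56 bp) had 2.24, 1.23 and 0.56 male TRAP reads in all and 0 female TRAP reads. In input they had 23.8, 3.04 and 2.20 reads in males and 8.13, 6.96 and 1.07 in females. The matched region of CG42684 (S19719, of 113 bp) had 5.19 reads in 3 of 6 male TRAP libraries and 0.36 reads in 1 of 5 female TRAP libraries, where 2.85 would be expected at the male rate. The marked exon of *Pkc53E* could not be matched to a region. A read counts by the share of its 100 bp that lies in the region, so a value under 1 comes from a read that overlaps the region only in part or from a region shorter than the read.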

Above gene models is the RNA-seq mapped reads: blue is data from male TRAP samples and red is data from female TRAP samples. Arrow indicates the direction of transcription, with arrow over first exon.

How the deposited data were processed for this re-analysis (not part of the article)

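Heads of adult males and females that expressed a tagged ribosomal subunit in *fru P1* neurons were the source of 22 libraries: male TRAP (n = 6), female TRAP (n = 5), male input (n = 6) and female input (n = 5). The condition and the replicate number of each library were taken from its label. The authors sequenced single-end reads of 100 bp, removed duplicate reads and aligned the distinct reads to release 5 of the FlyBase genome. Overlapping exons were merged by the authors into 63181 exonic regions, which are called exons here. The coverage deposited by the authors is the sum of the depth over the bases of an exon. The expected count deposited by the authors is this coverage divided by the read length, so a read that lies partly in an exon adds a fraction. The RPKM deposited by the authors is scaled by the length of the exon and by the mapped reads of the library. The authors also deposited the count of mapped reads of each library, which is not scaled.

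Mapped reads ranged from 775422 to 2376834 in male TRAP, from 492794 to 1029033 in female TRAP, from 3285792 to 10457244 in male input and from 4618432 to 8598291 in female input. At 492794 mapped reads, 1 read on an exon of 1000 bp is 2.03 RPKM, so low values in TRAP rest on few reads. The positions of 9601 exons and their genes were taken from the paper's supplementary tables. The chromosome of 62961 exons followed from the order of their numbers, and 220 exons were left without one. Numbers of genes cover only exons paired with a gene in these tables, 893 of the 1266 exons higher in male TRAP, so the paper's numbers of genes were not derived anew.

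Expected counts were rounded to whole reads and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3). Every adjusted p in the text is from this test with Benjamini-Hochberg adjustment unless another tool is named beside it. Mapped reads were the library size, and the 25228 exons with reads in at least 50% of the replicates of each condition were tested. Male and female TRAP, male and female input, and TRAP and input of each sex were compared, and the difference of TRAP enrichment between the sexes was tested over all 4 conditions. The p-values of these 5 contrasts were adjusted together, with a threshold of 0.2 on the adjusted p. RPKM values of single exons were compared with two-sided exact permutation tests over all splits of the libraries, of which there are 462 for the sexes, 924 for males and 252 for females. These tests treat libraries as unpaired and leave out the shared replicate numbers. The smallest p they can give is 0.00433 for the sexes, 0.00216 for males and 0.00794 for females. Enrichment of chromosomes was tested with Fisher's exact test. An exon was counted as detected when more than 50% of the replicates of a condition had reads.

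The named exons were chosen by a rule: those of *fru*, *dsx*, *dsf*, *Hr51*, *Pkc53E*, CG42684 and *dpr1*, which the paper names, those of *roX1*, *roX2*, *Yp1*, *Yp2*, *Yp3* and *Sxl* as a check of the sex labels, and at most 5 exons per comparison and direction. The latter had the largest log2 fold changes among exons past the threshold, with at least 5 RPKM in the higher group and no overlap between the groups. This rule, the main design and 12 of the 19 other settings were chosen before the data were examined; the other 7, and the fits on each sequencing lane, were chosen after. The settings were TMM normalization, DESeq2 (1.42.0), a linear model of log RPKM with Satterthwaite degrees of freedom and pseudocounts of 1 and 0.1, a threshold of 0.05, adjustment of each contrast on its own, and a minimum of 1 RPKM. Further ones were no filter, all conditions in a single fit, the replicate number as a block, thinned libraries and a minimum fold of 1.5. In addition, 22 fits each left out 1 library. A setting with all mapped replicates was the main design itself. A setting without the most 3′ exon of each gene was not run, since that exon was known for too few genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures.

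The tests were tested on simulated data, with 200 exons changed 4-fold among counts drawn from the libraries' means. For male against female TRAP, edgeR recovered 92.5% of the changed exons with 8.87% of the calls on unchanged exons, TMM normalization recovered 92%, DESeq2 recovered 90.5%, and the linear model with Satterthwaite degrees of freedom recovered 54.5%. With 18 degrees of freedom for every exon, the linear model recovered 82.5%, with 56.6% of its calls on unchanged exons. The joint adjustment of all contrasts was not part of the simulation. The simulated shares of calls on unchanged exons therefore do not carry over to the exons called in the real data. Of the exons called between male and female TRAP, 66.4% would be expected at the same raw p with no difference at all. Nor was recovery measured separately for exons with few reads. The paper's p-values were equal to those of the model with 18 degrees of freedom in all 387 exons of its Table S1 whose means equalled those of the files. Table S1 has 1071 exons with a p-value. The rest of them had means that differed from those of the files and could not be used for this comparison.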

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

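The tests in this part were chosen after the results were seen, except the exchange of the sexes within replicate numbers and the comparison of detected exons.

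A library far from the others of its group was found in 5 of 20 groups for measures of the libraries, where 1 would be expected by chance, and in 18 of 192 groups for the named exons, where 9.6 would be expected. The number given is the gap to the nearest library divided by the range of the group. Male TRAP replicate 6 had 2376834 mapped reads against at most 1065732 in the others (0.819). The share of reads in exons was highest in female TRAP replicate 3 (81.4%, 0.717) and male input replicate 1 (83.5%, 0.655). The 10 most covered exons took the largest share in male input replicate 5 (6.91%, 0.693), and U and XHet took the largest share of female input replicate 5 (0.861%, 0.763). These are measures of the libraries, and no biological explanation was tested. The depth of male TRAP replicate 6 was tested against the larger male number of exons: without it the ratio of exons higher in male TRAP to exons higher in female TRAP was 2.50, so the larger male number did not rest on this library. It was also weighed for detection: with 5 thinned libraries per sex, male TRAP still had 7.08% more exons detected.

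In male TRAP replicate 1, 7 named exons were far above the other male TRAP libraries. They were *Sxl* S14583 (0.657), *Yp2* F15820 (0.820) and F15821 (0.724), *Yp1* S15822 (0.821) and S15823 (0.680), *Yp3* S17610 (0.792) and *fru* F55906 (0.901). F55906 had 4.49 RPKM in this library and from 0 to 0.444 in the others. A candidate explanation is female RNA mixed into the library. It does not account for *Sxl* S14583, which had 27.2 RPKM in this library and at most 12.5 in any female TRAP library. The summed RPKM of 19 other exons that are lower in male input was 83.0 in this library and 85.5 in male TRAP replicate 5, so the gap over the range was -0.0431. Female RNA at the share given by the yolk protein exons, 10.7% of the female TRAP level, would add 27.7 RPKM to this sum, and from the mean of the other male TRAP libraries it would reach 77.8 RPKM, which is under that of replicate 5. The 19 exons therefore could not show such a mixture, and the explanation was not settled. *Yp2* F15820 had 193 RPKM in this library and at most 30.3 in any male input library, so RNA carried over from male heads would not account for it. No biological explanation was tested within 1 group of libraries.

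The other exons with a library far from the rest were *Yp3* S17612 (0.738, female TRAP 5), CG42684 S19723 (0.688, male input 5), *Hr51* S41371 (0.640, male input 2), and *fru* S55894 (0.678, male TRAP 6, and 0.715, the lowest, female TRAP 1). Further ones were *Obp99b* (0.773, female TRAP 4), CG9016 (0.646, male TRAP 6), CR40621 (0.867, female TRAP 4, and 0.684, male input 5), CR41590 (0.767, male TRAP 2) and CR40728 (0.716, female TRAP 4). Genes with CR symbols on U may share reads with near-identical copies, which was not tested, so their values are uncertain. Nor was an explanation tested for the others.

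The test of a difference of TRAP enrichment between the sexes was past the threshold at 779 exons, where 1105 would be expected at the same raw p with no difference at all, so the number is no evidence of differences. Of the 32 exchanges of the sexes within replicate numbers, the real one included, 6 gave as many exons, 4 of them with replicate 3 exchanged, so the number cannot be told apart from these other exchanges, some of which keep most of the real groups. With TMM normalization 449 exons passed, but the exons with an unadjusted p under 0.05 were 824, against 892 without it, while the raw p at the threshold fell from 0.0438 to 0.0284, so the joint adjustment bears on the fall. The scaling bears on it too: the exons more enriched in males fell from 539 to 231 and those more enriched in females from 240 to 218, and with DESeq2 the numbers were 155 and 441. With the replicate number as a block, taken from the labels, 1089 exons passed, where 1319 would be expected with no difference. At named exons, the enrichment was larger in males by a log2 difference of 1.84 and 2.01 for the *Yp2* exons, 2.61 and 1.73 for the *Yp1* exons, and 1.41, 1.01 and 0.91 for the *Yp3* exons. Of these, *Yp3* S17611 was not past the threshold with TMM normalization (adjusted p = 0.202) or DESeq2 (adjusted p = 0.362), and S17612 was not with DESeq2 (adjusted p = 0.359). It was larger in males by 0.79 for *fru* F55889, 3.46 for CG18596, 1.28 for *Ilp5*, 1.69 for *Ilp2*, 2.31 for *ced-6* and 2.35 for *jar*, and it was smaller in males for *Pkc53E* S42537 (-1.39) and CR40621 (-2.03). It was 5.51 for *sbr*, and 1.81 with reads not rounded, so most of this value came from rounding on a short exon. The yolk protein genes are low in male heads, and their exons had a log2 fold change of at least -0.70 in female TRAP over female input, so they were not strongly depleted there. In male TRAP over male input, 5 of the 7 exons were past the threshold, with log2 fold changes from 1.15 to 1.94, and RNA left over from the same heads would not raise them above input. Without male TRAP replicate 1, these 5 had log2 fold changes from 0.71 to 1.15, so part of the difference came from this library, and its cause was not settled. The scaling did not account for the differences at the other exons apart from *sbr*: with TMM normalization they were 0.73 for *fru* F55889, 3.42 for CG18596, 1.20 for *Ilp5*, 1.64 for *Ilp2*, 2.27 for *ced-6*, 2.32 for *jar*, -1.45 for *Pkc53E* S42537 and -2.18 for CR40621, all past the threshold. With DESeq2 *ced-6* was not past it (adjusted p = 0.216), and with the replicate number as a block *Pkc53E* S42537 was not (adjusted p = 0.250). With the block the others stayed past it, with 0.79 for *fru* F55889 (adjusted p = 0.0118), 3.38 for CG18596 (0.00369), 1.26 for *Ilp5* (0.000153), 1.64 for *Ilp2* (2.89e-09), 2.34 for *ced-6* (0.0953), 2.42 for *jar* (0.0263) and -1.92 for CR40621 (3.65e-08). Other named exons passed only with the block: *fru* S55890 (0.50) and S55896 (-1.63), *Pkc53E* F42544 (0.45), *Obp99b* (0.93), CR42195 (-0.75), CR41619 (-0.71) and CR40728 (-0.95). *Hsc70-2* passed with the block (-4.06) and DESeq2 (-4.71), and *roX2* with DESeq2 (-2.32). The exchanges of the sexes bear on the number of exons and were not counted for single exons. A biological difference between the sexes at these exons remains a hypothesis.

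Reads on chromosomes U and XHet, which the paper does not discuss, took 9.18% ± 3.29 (SD, n = 6) of the mapped reads of male TRAP and 13.8% ± 3.76 (n = 5) of female TRAP, against 0.514% and 0.516% in male and female input. TRAP and input differed in both sexes (two-sided exact permutation tests, p = 0.00216 in males and 0.00794 in females, the smallest they can give). These tests left out the pairing of TRAP and input by replicate number. A candidate explanation is ribosomal RNA carried along with the tagged ribosomes. Of these TRAP reads, 39.0% lay in regions of genes named as ribosomal RNA and 39.1% in regions with any current name, so most reads could not be assigned and this explanation was not settled. No biological explanation was tested.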

How the results depend on the processing

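The settings named here as added, the lanes and all tests in this part were chosen after the results were seen, and the cause of each change was not tested unless a value is given for it.

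The exons higher in male and female TRAP kept their ratio above 1 in the 22 fits that each left out 1 library and in the settings that kept the mapped reads as library size, and not with TMM normalization or DESeq2. With TMM normalization 504 exons were higher in male TRAP (ratio 0.95), and 1241 were higher in male and 1987 in female input. In TRAP, 3644 exons were enriched and 4238 lower in males, 2370 enriched and 2948 lower in females, 1905 enriched in both sexes, 1739 in males only and 465 in females only, and 449 differed in enrichment between the sexes. With DESeq2, 300 exons were higher in male TRAP (ratio 0.60), and 1485 were higher in male and 1805 in female input. In TRAP, 3910 exons were enriched and 4496 lower in males, 2735 enriched and 2555 lower in females, 2205 enriched in both sexes, 1705 in males only and 530 in females only. With the added library size without U and XHet, 766 exons were higher in male TRAP (ratio 1.62). There, 1126 exons were enriched and 5924 lower in female TRAP, 846 enriched in both sexes, 280 in females only, 507 differed between the sexes, and the odds ratio of chromosome 4 was 0.919.

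With the linear model of log RPKM (pseudocount 1), 541 exons were higher in male and 182 in female TRAP, and 967 in male and 1261 in female input. In TRAP, 658 were enriched in males, 305 in females, 211 in both, 447 in males only and 94 in females only, 5621 were lower in females, and 288 differed between the sexes. With a pseudocount of 0.1, the numbers were 288 and 102 in TRAP, and 631 and 1028 in input. In TRAP, 549 were enriched and 4757 lower in males, 238 enriched and 3216 lower in females, 161 enriched in both, 388 in males only and 77 in females only, and 103 differed. With a threshold of 0.05, the numbers were 289 and 111 in TRAP, and 490 and 800 in input. There, 585 were enriched and 6026 lower in males, 342 enriched and 5023 lower in females, 239 enriched in both, 346 in males only and 103 in females only, and 71 differed.

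With each contrast adjusted on its own, 159 and 71 exons were higher in male and female TRAP, 1050 and 1172 in male and female input, and 1 differed in enrichment. With no filter, 2083 were higher in male TRAP, 5454 in male input and 333 were enriched in females only, with an odds ratio of chromosome 4 of 0.880. With all conditions in a single fit, 2004 were higher in male TRAP. With the replicate number as a block, 4661 were higher in male input, against 2038 without it. With a minimum fold of 1.5, 1086 and 765 were higher in male and female input, 752 were enriched in males, 304 in both and 448 in males only, with an odds ratio of chromosome 4 of 0.958. With thinned libraries, 781 were enriched and 6748 lower in males, 399 enriched and 5472 lower in females, 280 enriched in both and 119 in females only, with an odds ratio of 0.982.

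In the added settings, the linear model with each contrast adjusted on its own gave 6 and 4 exons in TRAP (ratio 1.50) and 415 and 816 in input. No exon differed in enrichment (0, with 604 at an unadjusted p under 0.05), and the odds ratio of chromosome 4 was 0. TMM normalization with each contrast adjusted on its own gave 100 and 115 exons in TRAP (ratio 0.870) and 1061 and 1826 higher in male and female input. There, 4799 were enriched and 6319 lower in males, 2887 enriched and 3827 lower in females, 2405 enriched in both, 2394 in males only and 482 in females only. No exon differed in enrichment (0, with 824 at an unadjusted p under 0.05), and the odds ratio of chromosome 4 was 0. With the linear model at 18 degrees of freedom the odds ratio was 1.48 (Fisher's exact test, p = 0.0276), and on lane 1 it was 0.274 (Fisher's exact test, p = 0.0112), in the opposite direction. On lane 1, 624 and 160 exons were higher in male and female TRAP and 3410 and 950 in input. On lane 2, 688 exons were higher in male TRAP (ratio 2.04), and 361 and 757 were higher in male and female input. The input numbers of lane 2 rest on 2 male and 3 female libraries.

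Across the fits that each left out 1 library, the exons higher in male TRAP ranged from 826 to 2089, their ratio from 2.37 to 6.13, and the exons higher in male input from 1050 to 4593. The exons that differed in enrichment ranged from 560 to 1513, and the odds ratio of chromosome 4 from 0.906 to 1.52. The exons detected in male TRAP minus those in female TRAP ranged from 2983 to 7558 where a TRAP library was left out, against 2396 with all libraries, and fell to -505 with thinned libraries. The thinned libraries had 29132 and 29611 exons detected in male and female input, and 31622 and 29692 without male replicate 6. In TRAP, the thinned libraries without male replicate 6 gave a difference of 1620, so the reversal was seen only with unequal numbers of libraries, where more than 50% means 4 of 6 in males and 3 of 5 in females.

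Of 145 pairs of a named exon and a comparison, 89 were past the threshold. With TMM normalization, DESeq2 and the replicate number as a block, 359 values kept their direction and side of the threshold, 30 were no longer past it, 32 were newly past it and 14 changed direction. In the fits that left out 1 library, these numbers were 1513, 39, 23 and 16. In female TRAP over female input, the direction changed with TMM normalization and DESeq2 for *dsf* F3320 (0.14 and 0.11), *Yp2* F15820 (0.44 and 0.46), *Yp3* S17611 (0.13 and 0.15), *Pkc53E* S42543 (0.053 and 0.058) and F42544 (0.30 and 0.33), and *fru* S55896 (0.46 and 0.48). It changed for *Yp3* S17610 with DESeq2 (0.0086). For *Hr51* S41373 in male over female TRAP it changed with the replicate number as a block (0.013).

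In the fits that left out 1 library, the direction changed for *Hr51* S41373 (-0.23 to 0.32 in TRAP and -0.45 to 0.0084 in input) and, in male over female TRAP, *Pkc53E* S42525 (-0.21 to 0.034) and S42543 (-0.66 to 0.0049). It also changed for CG42684 F19730 in input (-0.12 to 0.058), *fru* F55906 (-0.79 to 0.78 in males and -0.17 to 0.30 in females), and *fru* S55896 in females (-0.32 to 0.21). Of all exons that changed direction, *Yp3* S17610 and S17611 in females were past the threshold with all libraries.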

Differences from the paper's values

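No tests were run for this part, and the settings chosen after the results were seen are named as such.

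The number of exons enriched in TRAP of both sexes was 483, against the paper's 310. Of the alternatives set before the data were examined, 6 settings brought it within 1.5 times of the paper's number: the linear model of log RPKM with a pseudocount of 1 (211), a threshold of 0.05 (239), a minimum of 1 RPKM (464), no filter (423), thinned libraries (280) and a minimum fold of 1.5 (304). So did 17 of the 22 fits that left out 1 library, with 395 to 462 exons. TMM normalization (1905), DESeq2 (2205), a pseudocount of 0.1 (161), adjustment of each contrast on its own (666), all conditions in a single fit (480) and the replicate number as a block (556) did not, nor did the other 5 fits that left out 1 library (471 to 526). Settings chosen after seeing the values also came within 1.5 times of it: the linear model with 18 degrees of freedom (352), the linear model with each contrast adjusted on its own (397) and the sequencing lane as a covariate (464).

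The paper states that genes with male-biased TRAP abundance are enriched on chromosome 4. At the exon level the odds ratio was 1.03 (Fisher's exact test, two-sided, p = 0.911). The paper states that *fru* exons beyond the significant ones are also higher in male TRAP than in male input by at least its stated factor. Here F55889 and S55890 were (log2 fold changes of 1.37 and 0.78), F55906 had 0.46 and was not past the threshold, and the other exons were lower in male TRAP. By the ratio of mean RPKM, F55889 (2.59), S55890 (1.72) and F55906 (1.53) were higher by at least this factor. Only the 6 exons that could be paired with *fru* were examined, so a further *fru* exon that met the factor would not have been seen. The paper states that several genes have exons biased in both directions, and among the genes that could be paired with exons here there was 1 in TRAP and 5 in input. The paper states that *Pkc53E* and CG42684 have exons with reads in a single sex. The region of CG42684 matched to the paper's figure had 0.36 reads in 1 female TRAP library. The exon marked in *Pkc53E* could not be matched to a region, so it was not compared.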

Other observations

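The tests in this part were chosen after the results were seen, except those on splits of the libraries without regard to direction or to replicate 3 and on the number of detected exons.

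Splits that exchange the groups within replicate numbers, and so part as many same-numbered pairs, were fitted, and exons at or under the raw p of the real threshold were counted. For male against female TRAP, 4 of 32 splits, the real one included, had as many exons higher in the group of 6, 12 had as many higher in the group of 5, and 13 had a ratio as far from 1. The other 3 that reached the number in the group of 6 all exchanged replicate 3 and kept at least 3 of the 5 pairs, so they keep much of the real groups. Among the 16 splits that kept replicate 3 in place, the real one alone reached it, with at most 686 exons in the others, while 9, the real one included, had as many higher in the group of 5. The number of exons higher in male TRAP was therefore reached only where replicate 3 was exchanged, and the number higher in female TRAP and the ratio cannot be told apart from other exchanges. The male and female TRAP libraries of replicate 3 ran on different lanes, so exchanging them also changed the lanes of the groups. For input, 1 of 32 splits, the real one, had as many exons higher in the group of 6, and 1 as many in the group of 5. For TRAP against input, 8 of 32 splits in males and 6 of 16 in females had as many exons in 1 direction, and 29 of 512 pairs of splits shared as many. In these counts either direction could reach the number, and splits that keep most of the real groups also keep part of their many exons lower in TRAP, so the counts say little on the exons higher in TRAP. Where only the direction of the group with more TRAP libraries was counted, 1 of 32 splits in males, 1 of 16 in females and 1 of 512 pairs, each the real one, had as many exons. The largest numbers of the others were 904, 356 and 402, against 1203, 669 and 483. With 16 splits, the share in females cannot fall under 5%. The total in both directions was reached by the real split alone, in males and in females. For the odds ratio of chromosome 4, 30 of 32 splits gave a Fisher p as small. A further 20 splits per comparison, which part fewer same-numbered pairs, gave from 569 to 1631 exons for TRAP, with at most 881 higher in the group of 6, so none of them reached the real 1660 or 1266. For input they gave from 107 to 4644 exons, with up to 2542 higher in the group of 6 and 3201 in the group of 5. Some of them thus passed the real 3734, 2038 and 1696. For TRAP against input, none reached the real total. Counted in either direction, they gave up to 1351 in males and 4536 in females, against 1203 and 669 higher in TRAP.

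The larger number of exons higher in male TRAP was tested against technical explanations. With TMM normalization the ratio was 0.9545. TMM centres the log2 fold changes (median 0.03, against 0.16 with mapped reads), so a ratio near 1 follows in large part from its assumption that most exons do not differ. The larger male number therefore depended on which assumption on the scaling is made, and this test cannot tell which holds. With thinned libraries it was 2.90, without male TRAP replicate 6 it was 2.496, and without the reads on U and XHet it was 1.623, so none of these alone removed it. Of the 1660 exons called, 66.4% would be expected at the same raw p with no difference at all, since the contrasts were adjusted together. With the sequencing lane as a covariate 1807 exons were called. A split of the TRAP libraries by lane gave 659 and 1250 exons, more than the sexes, with both sexes on both lanes. The percent of exons with a higher level in male TRAP rose from 54.4% in the 20% of exons with the lowest level to 70.8% in the 20% with the highest. The joint adjustment bears on how many exons were called: adjusted on its own, the comparison gave 159 and 71 exons, a ratio of 2.24. The scaling remains as an explanation of the larger male number, and a biological difference cannot be told apart from it.

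The number of exons on chromosome 4 in the paper's own list had an odds ratio of 1.585, which the number of exons per gene alone would not give if exons were independent. Exons of the same gene are not independent, so this test cannot settle the question. Among the detected exons, male TRAP had 7.08% more than female TRAP with 5 thinned libraries per sex, so the number and the mapped reads of the libraries did not account for all of it. The larger share of reads on U and XHet in female TRAP was not matched in this test.

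The TRAP libraries held RNA that is not expected on ribosomes of *fru P1* neurons. The lowest log2 fold change of the yolk protein exons in female TRAP over female input was -0.7013, so these fat body transcripts remained after the pulldown, and RNA from other cells may be present. The lower log2 fold change of the noncoding *roX* RNAs in male TRAP over male input was -0.6254, for *roX2*, so it was not strongly depleted and RNA not bound to tagged ribosomes may be present. The value of *roX1* was 0.65 (adjusted p = 0.0233), which left-over RNA alone would not produce, so its cause was not settled.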
